# Distinct S-adenosylmethionine synthases link phosphatidylcholine to mitochondrial function and stress survival

**DOI:** 10.1371/journal.pbio.3003075

**Published:** 2025-12-01

**Authors:** Athena L. Munden, Arjamand Mushtaq, Dominique S. Lui, Katherine M. Edwards, Daniel P. Higgins, Kasturi Biswas, Rachel M. Walker, Leah H. Crowley, Matthew J. Fanelli, Thien-Kim Ngyuen, Maria Ericsson, Adwait A. Godbole, John A. Haley, Caroline A. Lewis, Jessica B. Spinelli, Benjamin Harrison, Daniel Raftery, Danijel Djukovic, Daniel E. L. Promislow, Dana L. Miller, Amy K. Walker

## Abstract

S-adenosylmethionine (SAM), produced by SAM synthases, is critical for various cellular regulatory pathways and the synthesis of diverse metabolites. Humans and many other organisms express multiple SAM synthases. However, loss of different synthase activity can have distinct phenotypic effects. For instance, in *Caenorhabditis elegans* loss of *sams-1* leads to enhanced heat shock survival and increased life span, but loss of *sams-4* reduces heat stress survival. This provides a biological context to test the hypothesis that the enzymatic source of SAM impacts its function and to identify mechanistic connections. Here, we show that SAMS-1 contributes SAM to a variety of intermediary metabolic pathways, whereas SAMS-4 has a more limited role to support SAM-dependent protein transmethylation reactions. Mitochondria seem to be particularly impacted specifically by loss of *sams-1*; many mitochondrial metabolites are perturbed and there is an age-dependent decline of nuclear-encoded mitochondrial gene expression in these animals. We further demonstrate that reduced production of phosphatidylcholine in *sams-1*-deficient animals leads to mitochondrial fragmentation and subsequent loss of mitochondrial components. We propose that alterations in mitochondria are mechanistically linked to the increased survival in heat stress specific to *sams-1*-deficient animals.

## Abstract 2

S-adenosylmethionine synthases (SAMS) have distinct roles in regulating stress responses and mitochondrial metabolism in C. elegans. This study shows that SAMS-1 supports broad metabolic functions including phosphatidylcholine synthesis and its deficiency enhances heat stress survival, while SAMS-4 primarily contributes to protein transmethylation.

## Introduction

Remodeling gene expression to adapt to distinct physiological conditions is a common strategy for countering exogenous stressors [1]. The transcriptional response to stress depends on the nature of the stressor; defensive peptides are produced in response to pathogen stress, detoxification enzymes are upregulated in oxidative stress, and chaperones are expressed upon protein folding stress. The metabolic state of the cell also influences the transcriptional response to stress [2]. For example, limitation of the 1-carbon cycle (1CC) metabolite S-adenosylmethionine (SAM) has distinct effects on stress responses, depending on the type of stress and the metabolic source of SAM [3–5]. SAM could influence gene expression through its role as the predominant cellular methyl donor, by supporting histone methylation and chromatin regulatory patterns. However, SAM also contributes to other metabolic pathways, including those that generate phosphatidylcholine (PC), glutathione, and polyamines. Perturbations of these pathways may also have indirect effects on gene expression [6,7]. This pleiotropy underscores the need to identify mechanistic links between SAM, its downstream metabolites or methylation targets, and phenotypes resulting from SAM depletion, such as altered stress responses, lipid accumulation, changes in differentiation or development, and extended life span [3,8–13].

SAM is produced from methionine and ATP by SAM synthase, a highly conserved enzyme present as multiple paralogs in eukaryotes. Yeast and mammals both have two synthases (SAM1/SAM2 and MAT1A/MAT2A, respectively). In yeast, the synthases have distinct effects on gene expression and genome stability [14]. In mammals, SAM synthases are expressed in different tissues. MAT1A is specific to adult liver and KO mice have fatty liver while MAT2A is expressed widely [15]. MAT2A also has a regulatory partner, MAT2B, which can form multiple heteromeric complexes with distinct enzymatic characteristics [15]. However, understanding the mechanistic properties of these synthases or isoforms has been difficult to study in mammals, as MAT1A expression decreases in cultured cells, MAT2A is essential for viability, and cell culture media is replete with 1CC intermediates [16].

We have focused on SAM synthases in *Caenorhabditis elegans*, where the family has been extended to 4 paralogs, *sams-1 (X)*, the highly similar *sams-3* and *sams-4 (IV)* genes that are expressed bicistronicly from the same promoter, and *sams-5 (IV)*. Most somatic cells express at least two *sams* genes [5]. Knockdown of each distinct synthase has similar effects on total SAM levels [3,5,8], but induces different phenotypes. This provides a robust biological context for exploring mechanisms linking specific SAM synthases to phenotypes. Animals lacking *sams-1* have increased lipid stores [8], an extended life span [9], and have complex stress phenotypes. Loss of *sams-1* sensitizes animals to bacterial stress [3], but these animals live longer after heat shock [4,5]. In contrast, reduction in *sams-4* increases sensitivity to heat shock, but has negligible effects on life span [5] or lipogenic gene expression [5]. Global H3K4me3 patterns change after RNAi of either *sams-1* or *sams-4,* but only *sams-4* is sensitive to heat stress, mimicking the poor survival after RNAi knockdown of the H3K4 methyltransferase *set-16*/MLL [4,5]. In heat shock, *sams-4* is required for increased production of SAM and H3K4me3 in the absence of *sams-1* [5], further supporting a scenario where production of SAM from SAMS-4 (SAM_4_) is associated with stress-induced changes in chromatin methylation patterns important for heat shock survival.

In this study, we took advantage of these phenotypic distinctions to identify the metabolic products and cellular mechanisms that connect SAM-synthase specific production to the biology of stress and aging. Here, we show that animals with reduced SAM synthesized by SAMS-1 (SAM_1_), remodel mitochondrial metabolism, morphology, and function. We link SAM_1_ specifically to the production of PC, a membrane lipid impacting curvature and organelle function. We find that SAM_1_ acts through PC production to influence mitochondrial fission, entry into the mitophagy pathway and influence stress survival. Collectively, our results support a model where different SAMS enzymes provision specific methylation reactions or metabolic pathways that have independent physiological effects.

## Results

### SAMS-1, but not SAMS-4, affects a variety of cellular metabolites

The *sams-1* and *sams-4* genes both encode SAM synthases (Fig 1A, see Fig 2A for a Methionine/SAM cycle diagram). Depletion of *sams-1* and *sams-4* results in different phenotypes, suggesting that SAM produced by each enzyme may function in distinct cellular processes or metabolic pathways. To explore this possibility, we performed targeted metabolomics in animals where SAM production was reduced by knockdown of either *sams-1* or *sams-4*. We identified 62 metabolites that significantly differed across conditions (S1 Table). S1 Fig shows the relationships between selected metabolites using pathway diagrams based on WormPaths [17]. Metabolites will be referred to with abbreviations as defined in WormPaths throughout this manuscript.

**Fig 1:**
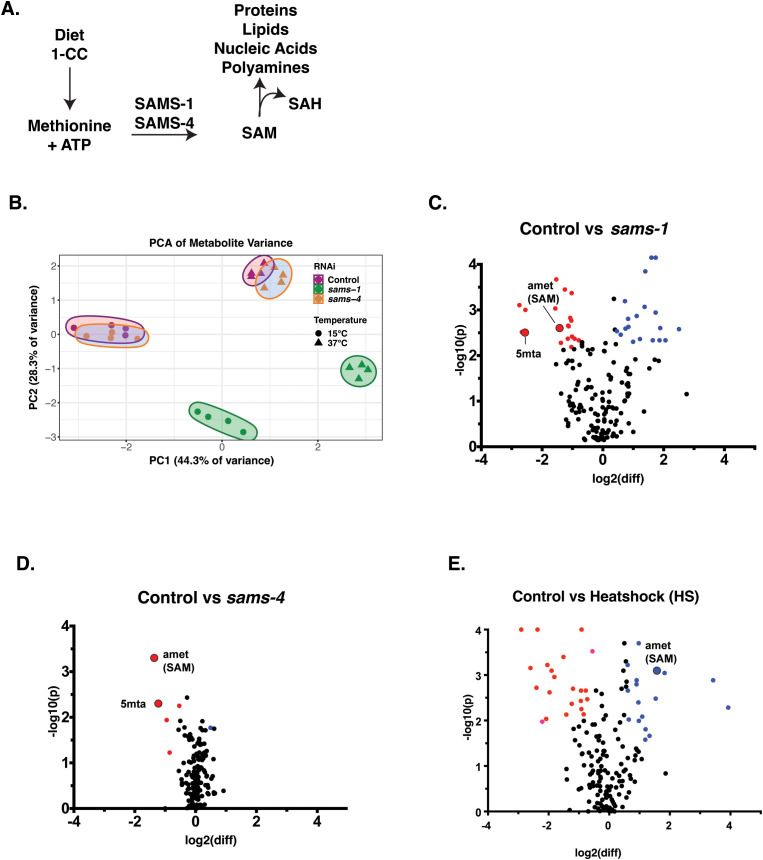
Targeted metabolomics shows broad metabolic changes in *sams-1* animals in basal and heat shock conditions. **(A)** Schematic of metabolic pathways using SAM. **(B)** PCA chart demonstrating distinct components in *sams-1* animals at control and heat shock conditions. Volcano plots comparing log10 fold changes in metabolite levels between Control and *sams-1(RNAi)* **(C)** or Control and *sams-4* **(D)** samples and Control vs. Heatshock **(E)**. Underlying data in S1 Table. 1-carbon cycle metabolites admet (SAM) and 5mta (methyladenosine) are highlighted.

**Fig 2:**
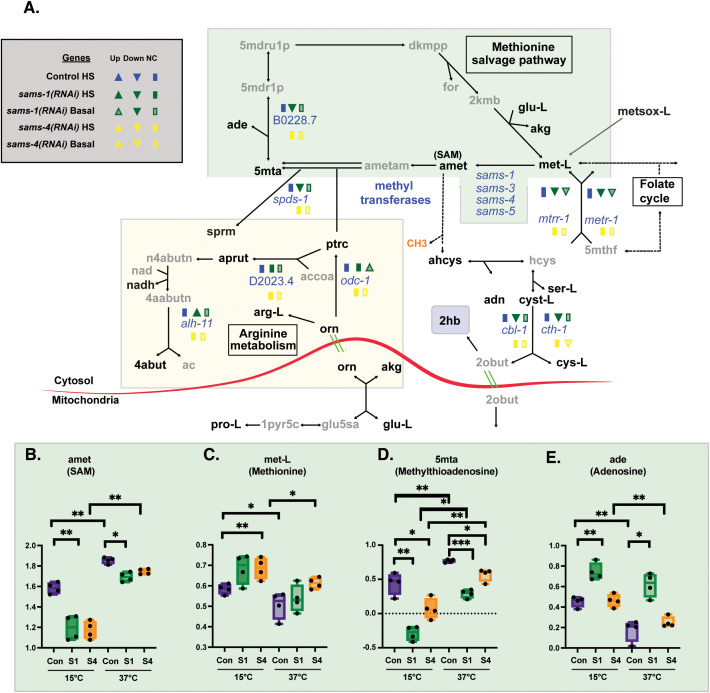
Distinct effects on methionine salvage and polyamine pathways in *sams-1* and *sams-4(RNAi)* animals. **(A)** Schematic derived from WormPaths [17] showing methionine salvage and arginine-derived metabolic pathways. See S1 Fig for schematic linking these pathways to mitochondrial fatty acid oxidation. Information regarding gene level and H3K4me3 status from Control, *sams-1* or *sams-4* animals in basal or heat-shocked conditions is marked in legend. Data is from Godbole and colleagues eLife 2023. Levels of selected metabolites from methionine salvage (green box) **(B–E)** are shown by box and whisker plots. Whiskers encompass data range and significance is determined by two-way repeated measures ANOVA. ns: *q*-value ≥ 0.05 *: *q*-value < 0.05, **: *q*-value < 0.01, ***: *q*-value < .001, ****: *q*-value < 0.0001. Underlying data is in S1 Table.

In unstressed animals, principal component analysis (PCA) shows widespread changes in metabolites in the *sams-1(lof)* animals, whereas the *sams-4(lof)* metabolite profile was quite similar to controls (Fig 1B, 15°C). These changes mirror the effects of *sams-1* and *sams-4* on gene expression [5]: knockdown of *sams-1* by RNAi had widespread effects, whereas *sams-4(RNAi)* animals were more similar to controls. We next analyzed the metabolite profiles of animals exposed to heat stress, where *sams-4(lof)* die rapidly but *sams-1(lof)* survive better than wild-type [5]. We identified 46 metabolites that significantly changed in animals after heat stress. Inspection of PCA plots indicate there were dramatic changes in metabolites upon heat stress in wild-type animals. The metabolite profile of *sams-4(RNAi)* animals after heat stress matched the changes in wild-type, whereas we observed broad and distinct changes in *sams-1(RNAi)* animals (Fig 1B, 37°C). The limited effects of *sams-4(RNAi)* on metabolite abundances is consistent with the idea that its role in histone methylation is more salient to the observed decreased survival of *sams-4(lof)* animals in heat stress. Further supporting this idea, the changes in gene expression we observe in *sams-4(RNAi)* animals exposed to heat stress [5] mirror changes observed when the histone methyltransferase *set-16* is depleted [4], suggesting that these changes in gene expression are related to histone methylation status. In contrast, our data indicate that increased survival of *sams-1(lof)* animals in heat stress is associated with both metabolic changes in addition to altered gene expression.

To define the specific effects of *sams-1* and *sams-4*, we identified the metabolites that changed when each SAMS enzyme was depleted. Consistent with our PCA, we observed many changes in metabolite abundance in *sams-1(RNAi)* animals in basal conditions (Fig 1C) but only a few metabolites decreased in *sams-4(RNAi)* animals (Fig 1D). Importantly, we found that steady-state SAM (amet) abundance decreased by ~50% after RNAi of either *sams-1* or *sams-4* (Fig 2B), consistent with previous results [3,5,8]. We conclude that the differences we observe between *sams-1* and *sams-4* animals do not result from quantitative changes in SAM production, but rather from the downstream effects of the loss of a specific source of SAM. Moreover, the fact that depletion of either SAMS enzyme reduces the abundance of SAM indicates that these enzymes do not compensate for each other in basal conditions.

### SAM from SAMS-1 and SAMS-4 contributes to different metabolic pathways in heat stress

When control animals are exposed to heat stress there is a widespread change in metabolite profile (Fig 1E). Consistent with previous reports [5], SAM (amet) was one of the metabolites that was more abundant after heat stress in wildtype animals (Fig 1E and 2B). Notably, SAM increased dramatically in both *sams-1* and *sams-4(RNAi)* animals exposed to high temperature (Fig 2B), indicating that neither enzyme is uniquely required for the accumulation of SAM in heat stress. Because we are measuring steady-state levels of metabolites, we cannot definitively discern whether the increased levels of SAM observed in animals exposed to heat stress is caused by increased SAMS activity or if SAM use is restricted. However, we currently favor the interpretation that there is increased production of SAM by SAMS enzymes in heat stress because we observed a concomitant decrease in the substrate, methionine, in heat-stressed animals (Fig 2C). Moreover, the fact that SAM-dependent H3K4 methylation increases in heat stress argues against a global reduction in SAM use.

We mapped the metabolites onto WormPaths [17] to identify pathways that are most impacted when SAM synthesis is perturbed. As expected, depletion of *sams-1* and *sams-4* both impacted 1CC-related pathways in unstressed conditions - but with some notable differences. For example, S-adenosyl homocysteine (ahcys) was less abundant specifically in *sams-4(RNAi)* animals, which could suggest a decrease in SAM-dependent methylation reactions (S2A Fig). In contrast, levels of 5-methylthioadenosine (5mta) and adenosine (ade) were perturbed only in *sams-1(RNAi)* animals (Fig 2D). 5-methylthioadenosine (5mta) is generated when SAM is used in polyamine synthesis and adenosine (ade) is released [18]. In *sams-1(RNAi)* animals under both basal and heat-stress conditions, 5mta is low and adenosine (ade) is high (Fig 2D and 2E), suggesting increased methionine salvage. There was also evidence that polyamine synthesis is stimulated in *sams-1(RNAi)* animals. We found increased levels of polyamines such as putrescine (ptrc) and N-acetylputrescine (apurt) specifically in *sams-1(RNAi)* animals (S2B and S2C Fig), and in heat stress the abundance of ornithine (orn), a substrate for polyamine synthesis, was particularly sensitive to loss of *sams-1* (S2D Fig). These data suggest that SAM_1_ contributes to at least two metabolic processes presented in our targeted metabolomics set, methionine salvage and polyamine synthesis. SAM_4_, however, may be more important as a substrate for protein methyltransferase enzymes.

Depletion of *sams-1 or sams-4* also had different effects on metabolites of the transsulfuration pathway (Fig 2A), which removes homocysteine (hcys) from the methionine cycle to produce cysteine (cys-L). During heat stress, there is a dramatic decrease of 2-hydroxybutyrate (2hb) in wild-type animals (S2J Fig). This result could suggest that transsulfuration is reduced in heat shock or might reflect increased flux toward ketone body metabolism. RNAi of either *sams* gene in basal conditions results in similar decreases to each other in abundance of 2hb, possibly indicating a reduction in transsulfuration activity from decreased SAM production. Heat stress increases the level of 2hb in *sams-1(RNAi)* animals but not in *sams-4(RNAi)* animals (S2J Fig), perhaps suggesting that *sams-1* in particular is important to modulate flux through the transsulfuration pathway during heat stress.

### SAMS-1 promotes fatty acid oxidation and detoxification of propionyl-CoA

In addition to changes in methionine metabolism noted above (Fig 2), we found that *sams-1(RNAi)* had specific effects on metabolites associated with mitochondrial fatty acid β-oxidation (Fig 3A). In basal conditions, carnitine (crn), which is used to transport very long chain fatty acids into the mitochondria for β-oxidation, was elevated in *sams-1(RNAi)*, but not *sams-4(RNAi),* animals (S2K Fig). Heat stress resulted in a slight increase in carnitine in wild-type and *sams-4(RNAi)* animals, but *sams-1(RNAi)* animals had significantly higher levels even in basal conditions. These data suggest that β-oxidation is perturbed specifically in *sams-1(lof)* animals. The accumulation of carnitine may reflect decreased expression of carnitine palmitoyl transferase (cpt) enzymes in *sams-1(RNAi)* animals [5] or could be indirectly linked to other metabolic changes.

**Fig 3:**
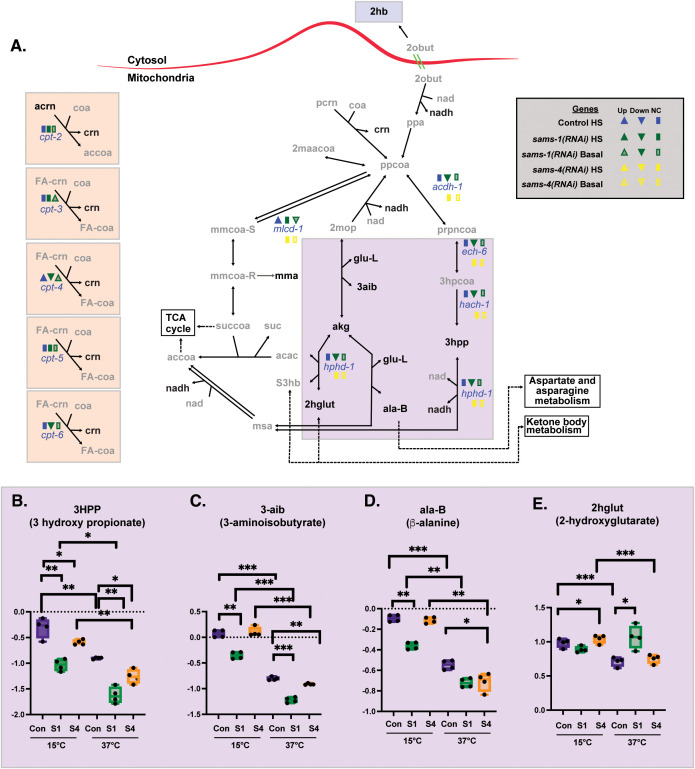
Heat shock accentuates changes in multiple mitochondrial metabolites after *sams-1(RNAi).* **(A)** Schematic derived from WormPaths [17] showing methionine salvage and arginine-derived metabolic pathways. See S2 Fig for schematic linking these pathways to methionine salvage and arginine/polyamine synthesis pathways. Information regarding gene expression level and H3K4me3 status from Control, *sams-1* or *sams-4* animals in basal or heat-shocked conditions is marked in legend, data is from [3]. Levels of selected metabolites from are shown by box and whisker plot and linked by color box to specific regions of the schematic **(B–E)**. Whiskers encompass data range and significance is determined by two-way repeated measures ANOVA. ns: *q*-value ≥ 0.05 *: *q*-value < 0.05, **: *q*-value < 0.01, ***: *q*-value < .001, ****: *q*-value < 0.0001. Underlying data is in S1 Table.

The abundance of several metabolites in the degradation of propionyl-CoA (ppcoa), a mitochondrial β-oxidation-like process, was also particularly sensitive to loss of SAM_1_ (Fig 3A). Even in basal conditions, levels of 3-hydroxypropionate (3hpp) and 3-aminoisobutyrate (3aib) were lower in *sams-1(RNAi)* animals (Fig 3B and 3C). Upon heat stress, 3-hydroxypropionate (3hpp) and 3-aminoisobutyrate (3aib) levels decline in all strains, exacerbating the depletion in *sams-1(RNAi)* animals. We observed a similar *sams-1*-associated depletion of β-alanine (ala-B) that was enhanced by heat stress (Fig 3D). The one exception to this pattern was the metabolite 2-hydroxyglutarate (2hglut), which was not depleted in *sams-1(RNAi)* animals in basal conditions (Fig 3E). With heat stress, 2-hydroxyglutarate (2hglut) levels decline in wild-type and *sams-4(RNAi)* animals, like other metabolites in this pathway, but did not change in *sams-1(RNAi)* animals (Fig 3E). This may reflect compensation by other metabolic pathways, such as isocitrate or ketone body metabolism that contribute to the steady state pools of 2hglut. Together, these data are in line with the use of SAM_1_ to support catabolism of propionyl-CoA. This interpretation is consistent with studies from the Walhout lab that demonstrated *sams-1* impinged upon this pathway [19–21]. The expression of several genes that encode for enzymes in this pathway are reduced in *sams-1(RNAi)* animals (Fig 3A) [5], demonstrating a correlated change in gene expression and metabolite profile for this mitochondrial process.

### SAMS-1 is required to maintain age-associated expression of mitochondrial genes

Both reduction in *sams-1* and changes in mitochondrial function are associated with aging phenotypes [9,22]. To understand how gene expression changes in *sams-1* animals as they age, we measured mRNA abundance in WT and *sams-1(lof)* animals at day 1 (D1) and day 7 (D7) of adulthood by RNAseq (Fig 4A; S2 Table). PCA indicates that gene expression in *sams-1(lof)* animals is distinct from the wild-type control at both D1 and D7 (Fig 4B). This result is corroborated by hierarchical clustering analysis (Fig 4C), which shows that changes in transcripts are more similar in *sams-1(lof)* across age (D1 versus D7) than with age-matched wild-type controls. Scatter plots showed more variation between *sams-1(lof)* and wild-type controls at D1 than at D7 (Fig 4D and 4E). Relatively few of the genes that are upregulated in D1 *sams-1(lof)* animals are also upregulated at D7 (Fig 4F). In contrast, many genes downregulated at D1 in *sams-1(lof)* are further decreased in older animals at D7 (Fig 4G). This suggests that in addition to a core subset of genes that are downregulated with aging, *sams-1(lof)* animals acquire a distinctive gene expression signature. Our data set was consistent with previous studies [3] where loss of *sams-1* induced the upregulation of *fat-7* and decreased expression of *vit-2* (Fig 4H and 4I). Unrelated “housekeeping” transcripts, including *act-1* and *ama-2* (Fig 4J and 4K), were unaffected by genotype.

**Fig 4:**
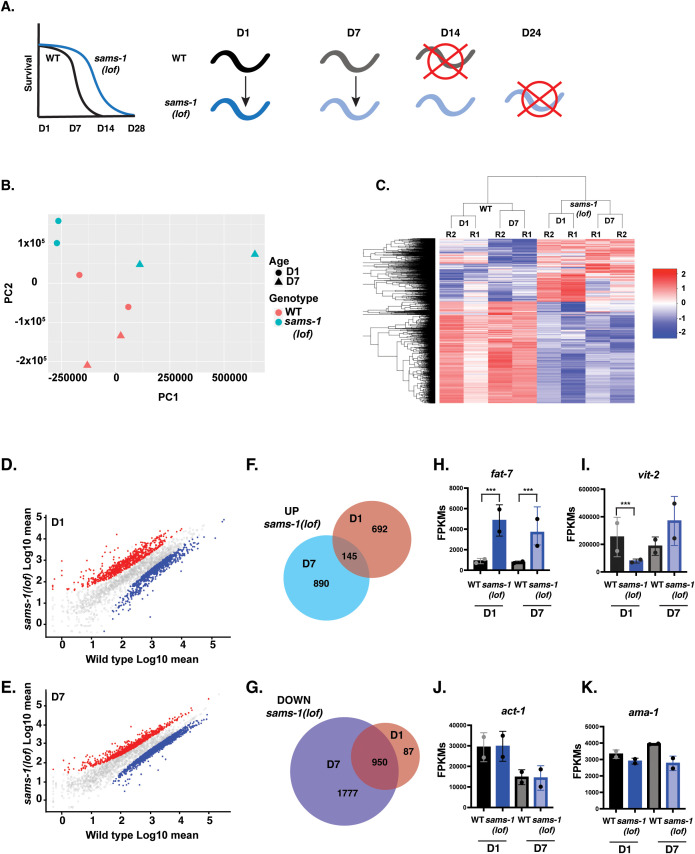
Aging *sams-1(lof)* animals express distinct sets of genes from wild-type animals as they age. **(A)** Schematic showing design of RNA seq experiment comparing younger and aged populations of long-lived *sams-1(lof)* animals. **(B)** Principal component analysis shows separation of WT and *sams-1(lof)* animals as they age for all genes. **(C)** Heatmap using k-means clustering demonstrating that gene expression patterns in wild-type and *sams-1(lof)* animals cluster by genotype, rather than age. Scatter plots showing distribution of UP- and DOWN-regulated genes at D1 **(D)** and D7 **(E)**. Venn Diagram comparing overlap between genes up **(F)** or down **(G)** regulated at D1 vs. D7 in *sams-1(lof)* animals. Column graphs of FPKMs show two genes previously shown to be up- or downregulated after *sams-1(RNAi) fat-7* **(H)** and *vit-2* **(I)** [61] as well as two housekeeping genes, *act-1* (b-actin) and *ama-1* (RNA Pol II beta subunit) **(J, K)**. Whiskers encompass standard deviation and the *p*-adjust value calculated by Deseq2 shows significance including a false discovery rate with * *p* < 0.01, ** *p* < 0.005, *** *p* < 0.001. Underlying data is in S2 Table.

We used WormCat [23,24] to identify functional classes within the transcripts that changed in *sams-1(lof)* animals with age, focusing initially on down-regulated gene products (Fig 5A and 5B). In these data, some categories of genes, such as mRNA FUNCTION and CELL CYCLE, were enriched in both D1 and D7 (Fig 5A). This common set of genes that decline with age in both WT and *sams-1(lof)* animals age are likely to represent germline-specific gene sets. Since these changes occurred independently of *sams-1*, we did not further investigate these categories. We focused instead on categories that were uniquely enriched in the D7 data, where there were particularly noticeable changes in METABOLISM (Fig 5A). This category includes many nuclear-encoded mitochondrial genes, which is reflected in the enrichment of “mitochondrial” genes in the METABOLISM category. Inspection of the individual gene products in the METABOLISM: Mitochondria gene set show broad downregulation of mitochondrial genes with age in *sams-1(lof)* animals, particularly genes encoding components of the mitochondrial ribosome (Fig 5B–5F and S2 Table). While some genes encoding electron transport chain components were downregulated other pathways such as the citric acid cycle or ubiquinone synthesis were largely unaffected (S2 Table). We also found enrichment of genes included in the Gene Ontology groups GO:00005739 (Mitochondrion) (S3 Fig), which contains a broader array of genes encoding core mitochondrial-function proteins than the WormCat METABOLISM: Mitochondria set [23,24]. These GO sets included genes such as tRNAs (S2 Table) which could also be important for mitochondrial protein synthesis. We conclude that *sams-1* is required to maintain expression of mitochondrial genes as animals age.

**Fig 5:**
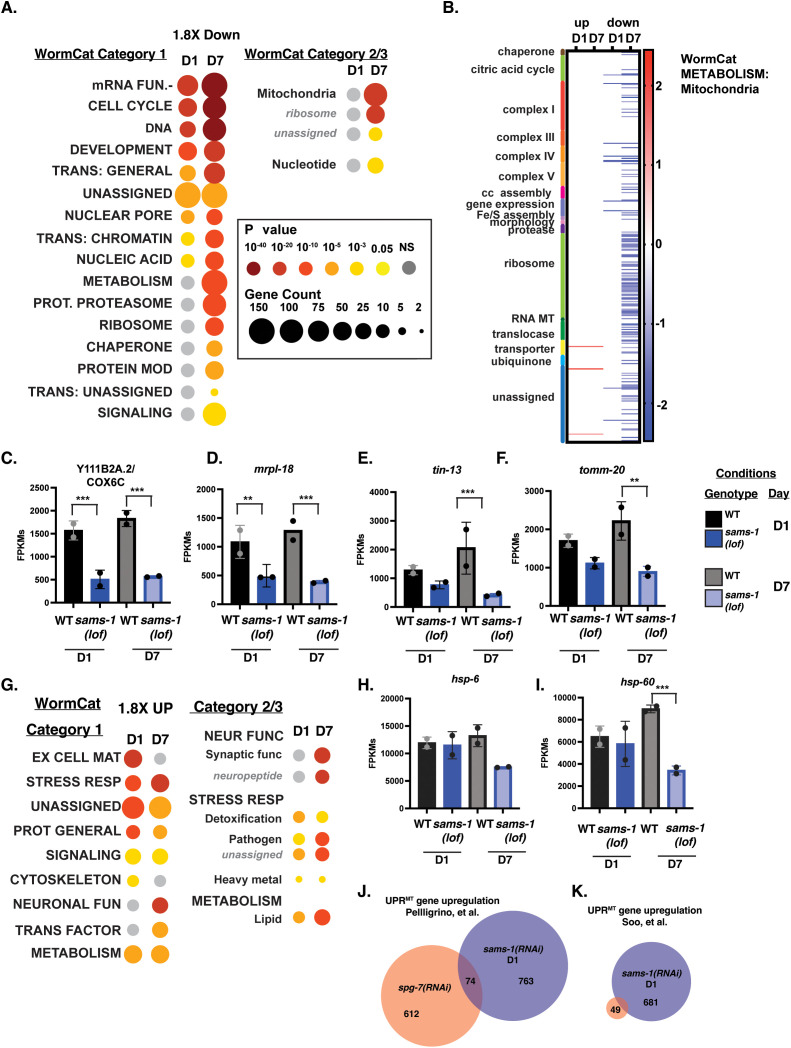
Genes for mitochondrial-targeted proteins are downregulated in aged populations of *sams-1(lof)* animals. **(A)** WormCat pathway category analysis of 2-fold downregulated genes in *sams-1(lof)* animals at D1 and D7 of adulthood. Heat maps showing gene expression patterns for all genes in the WormCat category **(B)** METABOLISM: Mitochondria with category 3 divisions are noted on the left axis **(C)**. Column graphs showing FPKMs from D1 and D7 animals for nuclear encoded mitochondrial genes **(C–F)**. **(G)** WormCat pathway category analysis of 2-fold up genes. Box and whisker plots showing FPKMs from D1 and D7 animals for UPR^Mito^ genes **(H–I)**. Venn diagrams comparing sams-1 D1 upregulated genes with mitoUPR gene set in Pellegrino and colleagues **(J)** or Soo and colleagues **(K)**. Error bars show standard deviation and the *p*-adjust value calculated by Deseq2 shows significance including a false discovery rate with * *p* < 0.01, ** *p* < 0.005, *** *p* < 0.001. Underlying data is in S2 Table.

Although our RNAseq data provided a strong indication of changes in nuclear encoded mitochondrial genes as *sams-1* animals age, this data contained only two replicates and limited grouping of the D7 *sams-1* replicates in the PCA, raising the possibility that false positives or negatives could affect our interpretations. Therefore, we obtained 3 independent biological replicates of each sample (S4 Fig, S3 Table, see S5A Fig for protocol schematic). This data set, where the *sams-1* groupings at D1 and D7 were clearly differentiated from each other, as well as wild type (S4A Fig), mirrored enrichment of mitochondrial genes in those downregulated in *sams-1* animals aged to D7 (S4B Fig). It also showed similar trends for individual nuclear encoded mitochondrial genes as our previous data set (S4C–S4F Fig), and expected upregulation of *fat-7* (S4G Fig) as in previous studies [8]. 

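RNA from whole *C. elegans* was sequenced in 12 libraries, 3 each of wild-type and *sams-1* animals at D1 and at D7 of adulthood, numbered 1, 3 and 5. *sams-1* encodes an S-adenosylmethionine synthase and lies on chromosome X of WBcel235, from 11965962 to 11969893 on the plus strand. At D1 its mRNA stood at 164, 109 and 201 CPM (counts scaled to library size) in wild-type replicates 1, 3 and 5, and at 216, 211 and 227 CPM in the replicates labelled *sams-1*. At D7 the corresponding values were 13.0, 19.8 and 17.3 CPM in wild type and 37.4, 75.4 and 53.0 CPM in the libraries labelled *sams-1*. The log2 fold change was 0.46 (SE 0.26, adjusted p = 0.146) at D1 and 1.72 (SE 0.27, adjusted p = 0.000319) at D7 by edgeR's quasi-likelihood test, against the label, although some scalings turn this direction. Scaling the libraries on 25 body wall muscle genes gives -0.94 at D1 and 0.30 at D7, where it does not turn, and scaling on 17 intestinal genes, an alternative chosen after the data were seen, gives -1.40 at D1 and -0.22 at D7. The values count reads over the whole gene, including any part that a deletion leaves in place. *fat-7*, a lipid desaturase gene that the paper reports as induced when *sams-1* is lost, by RNA sequencing and by qRT-PCR, was higher in the libraries labelled *sams-1*. It stood at 124 to 378 CPM in them at D1 against 7.12 to 21.5 CPM in wild type, and at 95.2 to 179 against 11.6 to 14.5 CPM at D7. *vit-2*, a yolk protein gene that the paper reports as lower without *sams-1* and that overlaps *C42D8.9* and is uncertain, had log2 fold changes of 0.04 (SE 0.70, adjusted p = 0.958) at D1 and 1.25 (SE 0.18, adjusted p = 0.000201) at D7 from edgeR, turning to -1.50 and -0.26 with muscle scaling. These 2 markers point in different ways. Of 36 germ line markers, 21 were lower at D1 and 32 at D7, with 0 higher, and the paper describes a diminished germ line in *sams-1* animals. The libraries are named by their labels throughout.

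*sams-3* and *sams-4* encode closely related synthases and may share reads, and *sams-3* overlaps a gene on the opposite strand with no strand information in the counts, so that each is uncertain. *sams-3* fell from 212 ± 25.08 to 93.4 ± 6.20 CPM at D1 (SD, n = 3), with a log2 fold change of -1.19 (SE 0.20, adjusted p = 0.00378) from edgeR. It also fell from 145 ± 16.3 to 72.4 ± 14.1 CPM at D7 (log2 fold change -1.01, SE 0.16, adjusted p = 0.000328 from edgeR). *sams-4* had a log2 fold change of -0.42 (adjusted p = 0.177) from edgeR at D1, which turns to 0.19 with upper-quartile factors. It fell by 0.46 on the log2 scale at D7 (adjusted p = 0.00249 from edgeR), passing the test at 0.01 with less than a 2-fold change, and it no longer passed without wild-type D7 replicate 1 or 5 (adjusted p = 0.0110 at most, in a range of 3.3e-11 to 0.933 over all alternatives). The call of *sams-3* at D1 held only without replicate 1 labelled *sams-1* when single libraries were left out (adjusted p up to 0.0232 without wild-type D1 replicate 3).

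The authors quantified the libraries with RSEM and deposited an expected count, a TPM and an FPKM value for each of 46925 genes. Total expected counts ran from 4505399 to 7568415 (median 6148941) in wild type and 5564079 to 6715926 (median 6380250) in the libraries labelled *sams-1* at D1, and from 6569849 to 6967852 (median 6966189) and 3939044 to 6020751 (median 4578227) at D7. The expected counts were rounded to whole numbers and scaled by TMM, and genes with too few counts were left out by filterByExpr. Each age was tested on its own 6 libraries. The CPM values given with genes use the same TMM factors. A gene was called at a false discovery rate under 0.01 and at least a 2-fold change, the thresholds the paper states. The spread between replicates was wider at D1 (biological coefficient of variation 0.432) than at D7 (0.186). With TMM the median log2 fold change of all genes tested was 0.58 at D1 and 0.13 at D7, and with muscle scaling it was -0.87 and -1.35, so that every direction is relative to the scaling. The paper gives 3 independent biological replicates of *sams-1(lof)* and wild type, sequenced at Biostate AI, while the labels give a wild-type genotype with RNAi or control food and name BGI.

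**Figure D1:**
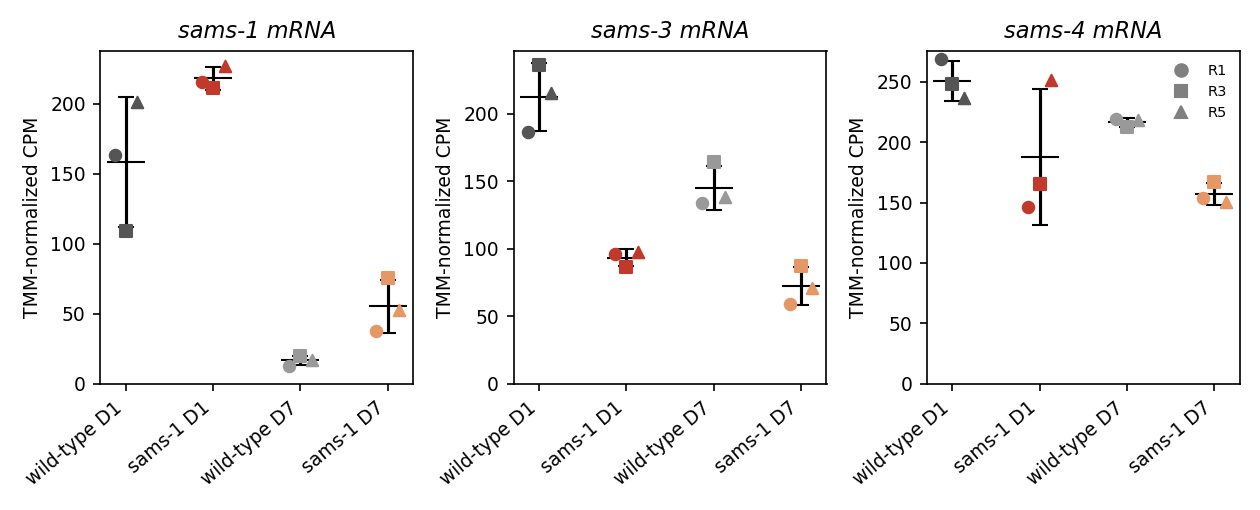
CPM (TMM) of *sams-1*, *sams-3* and *sams-4* in each of the 12 libraries, by group, with circles, squares and triangles for replicates 1, 3 and 5 and bars for the mean ± SD (n = 3). At D7 *sams-1* averages 16.7 CPM in wild type and 55.2 CPM in the libraries labelled *sams-1*, a direction that turns with scaling on intestinal genes.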

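At D7, 29 of 67 subunits of the mitochondrial ribosome fell in the libraries labelled *sams-1* and 0 rose at an adjusted p under 0.01 from edgeR (25 lower when adjusted over the list alone), with a median log2 fold change of -0.52. *mrpl-45* changed by -2.23 (SE 0.24, adjusted p = 2.9e-05) and *mrps-31* by -1.55 (SE 0.18, adjusted p = 5.1e-05) in that test. Of 65 nuclear-encoded subunits of the respiratory chain, 14 fell and 5 rose (13 and 5 adjusted over the list alone). Among them *sdha-2*, a succinate dehydrogenase subunit, had a log2 fold change of -1.70 (SE 0.14, adjusted p = 1.1e-05). *asg-2*, an ATP synthase subunit, went up by 1.77 (SE 0.15, adjusted p = 1.1e-05), which turns to -0.20 with scaling on intestinal genes. Of 21 citric acid cycle enzymes, 9 fell and 1 rose (9 and 1 over the list alone), with *sucg-1*, a succinyl-CoA ligase subunit, at -1.39 (SE 0.16, adjusted p = 4.2e-05). Among 15 import translocases 5 fell and 0 rose (5 lower over the list alone). Among 20 assembly factors 6 fell and 0 rose (4 lower), and among 8 ubiquinone enzymes 2 fell and 1 rose (2 and 0). At the same adjusted p from edgeR, 3599 of all 12242 genes tested at D7 were lower (29.4%) and 4356 higher. The falls in the respiratory chain, import, assembly and ubiquinone lists lie near or below 29.4%. No list had a riser at an unadjusted p under 0.05 or by DESeq2 where the count of risers is 0.

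The protein-coding genes of the mitochondrial genome went the other way at D7, where 9 of 12 rose (10 over the list alone) and 0 fell by edgeR, by DESeq2 or at an unadjusted p under 0.05. *ctb-1*, cytochrome b, had a log2 fold change of 1.48 (SE 0.31, adjusted p = 0.00162) from edgeR, turning to -0.40 with scaling on intestinal genes. By camera with a preset correlation, the mitochondrial ribosome was lower relative to other genes (adjusted p = 0.000490, and adjusted p = 0.625 with an estimated correlation), while the respiratory chain (adjusted p = 0.218), the citric acid cycle (adjusted p = 0.0793), import (adjusted p = 0.115), assembly factors (adjusted p = 0.0813), ubiquinone synthesis (adjusted p = 0.444) and the mitochondrial genome (adjusted p = 0.0593) did not pass.

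Counted as 1 set, 64 of 192 nuclear-encoded mitochondrial genes fell at D7 and 7 rose with no threshold on the fold, a share of 33.3% against 29.4% of all genes tested (one-sided Fisher's exact test, p = 0.131). A negative log2 fold change was found in 145. At the paper's 2-fold threshold 19 were lower (9.90% against 16.42%, p = 0.997 in the same exact test). The background here was the genes tested, while the paper used WormCat with its whole genome annotation. With libraries scaled on muscle genes, which moves all genes down together, 179 were lower (93.2% against 53.8%, exact p = 6.4e-34). At D1, 2 mitochondrial ribosome genes fell (0 over the list alone, 26 at an unadjusted p under 0.05 and 13 by DESeq2), with a median of -0.53 (camera, adjusted p = 0.00146, and adjusted p = 0.7002 with an estimated correlation). Without replicate 1 labelled *sams-1* at D1, 22 of them and 6 respiratory chain genes were lower. Of the respiratory chain genes 5 rose and 1 fell at D1 (4 and 0 over the list alone). The respiratory chain list's median at D1 was 0.36, and the list's direction against other genes turns down with scaling on muscle or intestinal genes. The germ line's markers moved with these groups, 32 of 36 of them lower at D7 (33 over the list alone) with a median of -1.35. Without replicate 3 labelled *sams-1* at D7, 50 mitochondrial ribosome genes and 12 assembly factors were lower, and 4 citric acid cycle enzymes and 8 respiratory chain genes higher. Without wild-type replicate 1 at D7 only 5 genes of the mitochondrial genome and 3 of the respiratory chain were higher, and no ubiquinone enzyme was.

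In a principal component analysis of 14193 genes, the first 2 components held 61.9% and 20.0% of the variance. The distance between group centroids on them, relative to the mean distance of a library to its own centroid, was 6.76 between the genotypes at D7, 9.07 at D1 and 6.28 between the ages of the libraries labelled *sams-1*. The paper turned to this set because an earlier one of 2 replicates per group could hold false positives or negatives. The paper describes its groupings as clearly differentiated (S4A Fig), and from the enrichment among genes lower at D7 (S4B Fig) it states that the set mirrors the earlier one in mitochondrial genes.

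**Figure D2:**
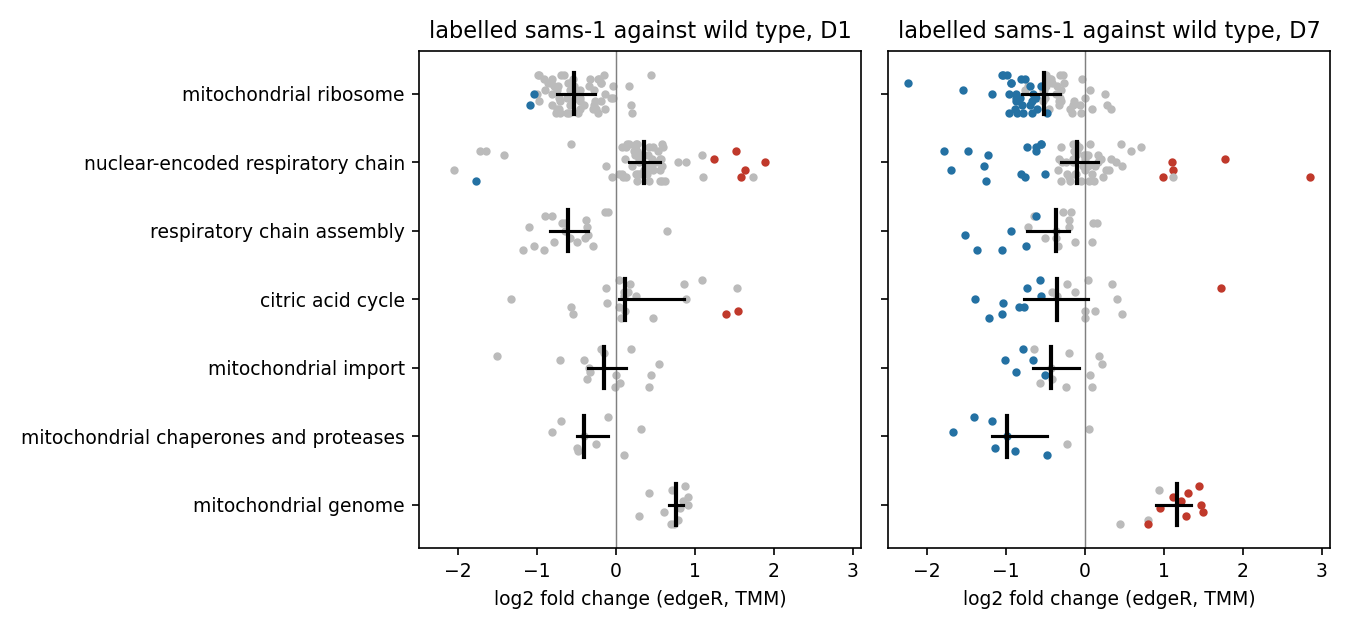
Log2 fold change (labelled *sams-1* over wild type, TMM) of the members of 7 mitochondrial gene lists at D1 and D7, 1 dot per gene, with red for higher and blue for lower at an adjusted p under 0.01 and grey otherwise, with bars at the median and quartiles. The mitochondrial ribosome has a median of -0.52 at D7 and the mitochondrial genome one of 1.16, and at D1 the directions of the respiratory chain, the citric acid cycle and the mitochondrial genome turn under scaling on muscle or intestinal genes.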

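*Y111B2A.2*, which the paper names with *COX6C*, a cytochrome c oxidase subunit (chromosome III, 12496086 to 12496430, plus strand), fell at both ages in the libraries labelled *sams-1*, by 1.77 on the log2 scale at D1 (SE 0.39, adjusted p = 0.00834 from edgeR) and by 1.25 at D7 (SE 0.12, adjusted p = 2.1e-05). Its level went from 684 ± 25.0 to 233 ± 142 FPKM at D1 (SD, n = 3) and from 965 ± 58.3 to 472 ± 39.1 FPKM at D7, in the FPKM the authors deposited. *tomm-20*, a receptor of the outer membrane translocase (chromosome V, 12342314 to 12343469, minus strand), fell at D7 with a log2 fold change of -0.87 (SE 0.13, adjusted p = 0.000226) from edgeR, from 136 ± 8.65 to 88.9 ± 6.98 FPKM. At D1 its log2 fold change was -0.33 (adjusted p = 0.247) from edgeR, turning to 0.26 with upper-quartile factors, with which it no longer passes at D7 (-0.42). *mrpl-18*, a subunit of the mitochondrial ribosome's large part (chromosome III, 8145015 to 8145974, plus strand), had log2 fold changes of -0.60 (SE 0.33, adjusted p = 0.143) at D1 and -0.41 (SE 0.17, adjusted p = 0.0429) at D7, neither past the threshold. It passed at D7 without replicate 3 labelled *sams-1* (adjusted p = 0.000954, in a range of 2.5e-08 to 0.838 over all alternatives) and at D1 without replicate 1 labelled *sams-1* (adjusted p = 0.00914, in a range of 0.00126 to 0.952 over all alternatives). With upper-quartile factors its D7 value turns to 0.04. *tin-13*, an import chaperone of the intermembrane space (chromosome I, 8759206 to 8759788, minus strand), had -0.15 (SE 0.22, adjusted p = 0.560) at D1 and -0.20 (SE 0.22, adjusted p = 0.424) at D7 from edgeR, values that turn to 0.44 and 0.25 with upper-quartile factors and to 0.04 and 0.08 with library totals.

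*fat-7* (chromosome V, 7151353 to 7153146, minus strand) rose with a log2 fold change of 4.29 (SE 0.57, adjusted p = 0.00273) at D1 and 3.30 (SE 0.25, adjusted p = 8.0e-06) at D7 from edgeR. In deposited FPKM it went from 14.1 ± 8.12 to 308 ± 161 at D1 and from 12.8 ± 1.69 to 153 ± 54.4 at D7 (SD, n = 3). Its desaturase relatives, with which it may share reads, rose too, *fat-6* by 3.04 (adjusted p = 0.00260) at D1 and 1.55 (adjusted p = 6.3e-05) at D7 from edgeR. *fat-5*, which overlaps *twk-42* and is uncertain, rose by 2.74 (adjusted p = 0.00260) and 1.31 (adjusted p = 9.2e-05), the D7 values of both turning to -0.42 and -0.65 with scaling on intestinal genes and that of *fat-5* to -0.18 with muscle genes. With 1 library left out at D1, *fat-7* lay between 3.82 and 4.68 on the log2 scale. *fat-6* lay between 2.85 and 3.12 and *fat-5* between 2.40 and 2.91. The D1 calls of *fat-7*, *fat-6* and *fat-5* were lost without wild-type replicate 1 or 3 or replicate 3 or 5 labelled *sams-1* (adjusted p up to 0.0204). That of *Y111B2A.2* was lost without any library but replicate 1 labelled *sams-1* (adjusted p up to 0.0347). Markers of the intestine, where the desaturases act, were higher with these genes at both ages, 14 of 17 at D1 and 13 at D7 (the same over the list alone).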

Finally, we confirmed these results using similar aged populations (S5A Fig) to isolate RNA for qRT-PCR and observed similar upregulation in the abundance of *fat-7* mRNA (S5B Fig) and downregulation of mitochondrial genes (S5C–S5E Fig).

### Limited overlap of *sams-1* upregulated genes with mitoUPR or autophagy regulators

WormCat analysis of genes with increased expression in *sams-1* animals revealed that category enrichment of lipid metabolic and stress-responsive gene expression was similar to our previous studies for the D1 animals [4,8]. This trend was enhanced, with enrichment in lipid metabolism and pathogen stress response categories increasing in the set of upregulated genes in D7 *sams-1(RNAi)* animals and demonstrating that these perturbations persist throughout the life span. We observed enrichment of some categories only in older D7 *sams-1(RNAi)* animals, such as neuronal function (subcategories synaptic function and neuropeptides) and transcription factors (Fig 5G).

Despite the downregulation of mitochondrial genes and lower levels of some mitochondrial metabolites (Figs 3 and 5), we did not observe transcriptional activation of the mito-UPR (mitochondrial unfolded protein response). The mito-UPR has been associated with increased life span and alterations in mitochondrial morphology [25]. There was no change in the abundance of *hsp-6* or *hsp-60* mRNAs in *sams-1(lof)* at D1 of adulthood in either set of our RNAseq data (Figs 5H, 5I, and S4H), consistent with previous microarray [3] and multiple RNAseq [4] experiments. 

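At D1, *hsp-6*, the mitochondrial Hsp70 chaperone (chromosome V, 4824124 to 4826760, minus strand), stood at 702 ± 215 CPM in wild type and 653 ± 61.1 CPM in the libraries labelled *sams-1* (SD, n = 3). Its log2 fold change of -0.10 (SE 0.28, adjusted p = 0.749) from edgeR did not pass the test, and its sign turns with upper-quartile factors (0.50) and with library totals (0.10). *hsp-60*, the mitochondrial chaperonin (chromosome III, 1619742 to 1625803, plus strand), stood at 600.0 ± 103 CPM in wild type and 342 ± 10.6 CPM in the libraries labelled *sams-1*, a log2 fold change of -0.81 (SE 0.23, adjusted p = 0.0176) from edgeR that did not pass at 0.01. It passed without replicate 1 labelled *sams-1* (adjusted p = 0.00643), by DESeq2 (-1.06, adjusted p = 0.000997, in a range of 0.000334 to 0.391 over all alternatives), and with muscle scaling, where *hsp-6* also fell (-1.56). In simulated data with this spread between D1 replicates and few changed genes, edgeR recovered 0 of 62 changes of 2-fold, a share that need not hold here, where many genes changed.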

Overlap between *sams-1* D1 upregulated genes and canonical mitoUPR sets [26,27] was limited (Fig 5J and 5K). However, this result does not agree with other reports showing that expression of P*hsp-6::gfp* is higher in *sams-1(RNAi)* animals [28–30]. or after depletion of a mitochondrial transporter proposed to import SAM into mitochondria, SLC-25A26 [29].

This GFP reporter has been shown to behave differently depending on if mitochondrial stress occurs during development compared to the induction of mitochondrial stress in adults [31].To ensure that our results were not confounded by loss of *sams-1* during development, we raised *sams-1(lof)* animals with supplemental choline, which restores PC levels in *sams-1* animals and rescues growth and SREBP-1-associated lipogenic defects [3,8,32,33]. We measured gene expression 24h after adults were removed (dropped) from the supplemental choline. Instead of mitoUPR activation, we observed a slight decrease in *hsp-6* (S5H Fig). However, there was a strong increase in expression of *fat-7* (S5G Fig), consistent with an acute loss of *sams-1* [3]. The discrepancy between our results and experiments using the P*hsp-6::gfp* reporter could suggest that the reporter does not faithfully reflect changes in expression of the endogenous gene product in all conditions. The P*hsp-*6::*gfp* strain has been shown to have increased stress sensitivity [34], suggesting that this multi-copy transgene may have neomorphic effects. We conclude that the transcriptional response of the mito-UPR is not activated in *sams-1(lof)* animals, and is therefore unlikely to contribute to observed life span and stress resistance phenotypes.

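None of 9 mitochondrial chaperone and protease genes, whose induction marks the mitoUPR, rose at either age in the libraries labelled *sams-1*, by edgeR, by DESeq2 or at an unadjusted p under 0.05. At D1, 0 fell by edgeR (0 over the list alone, 2 at an unadjusted p under 0.05 and 1 by DESeq2), with a list median of -0.41, and 2 fell without replicate 1 labelled *sams-1*. At D7, 7 fell (7 over the list alone) and the median was -0.98 (camera, adjusted p = 0.00440, and adjusted p = 0.316 with an estimated correlation), an age at which the germ line's markers were lower as well (camera, adjusted p = 7.1e-14, and adjusted p = 0.119 with an estimated correlation). *hsp-60* fell at D7 with a log2 fold change of -1.67 (SE 0.13, adjusted p = 9.1e-06), *hsp-6* with -1.41 (SE 0.14, adjusted p = 2.0e-05) and *ppgn-1*, a paraplegin-like protease, with -1.18 (SE 0.14, adjusted p = 4.7e-05) in edgeR. The difference of *hsp-6* between the ages was -1.56 (SE 0.34, adjusted p = 0.0527) in the test of the interaction and did not pass.

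Of 10 genes named as regulators of the mitoUPR, 2 rose and 4 fell at D7 (the same numbers over the list alone), and 1 rose and 4 fell at D1 (2 and 4 over the list alone), or 2 rose without replicate 1 labelled *sams-1*. *dve-1*, a homeodomain factor, rose by 2.25 (SE 0.51, adjusted p = 0.00890) at D1 and rose again at D7 (adjusted p = 1.3e-05). *zip-3*, a bZIP factor that overlaps *sre-44* and is uncertain, rose at D7 by 2.28 (adjusted p = 9.5e-06). *lin-65*, a nuclear partner of DVE-1, fell by 1.88 at D1 (adjusted p = 0.00476) and by 1.71 at D7 (adjusted p = 8.5e-06) from edgeR. The D1 calls of *dve-1* and *lin-65* were lost without wild-type replicate 1 or 3 or replicate 3 or 5 labelled *sams-1*, that of *dve-1* also without wild-type replicate 5, at adjusted p up to 0.0424 and 0.0240. The paper describes no change in *hsp-6* and *hsp-60* at D1, in this and in earlier expression sets. It also reports limited overlap with published mitoUPR gene sets and a slight decrease of *hsp-6* after choline was withdrawn from adults. From these it concludes that the mitoUPR is not activated at the level of transcription.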

### Mitochondrial changes are specific to reduction in *sams-1*

Previous reports have linked changes in *sams-1* to mitochondrial fragmentation, which was proposed to result from loss of SAM-dependent epigenetic regulation [30]. Our finding of decreased mitochondrial metabolites and broad downregulation of mitochondrial genes in *sams-1(lof)* animals motivated us to more closely inspect the mitochondrial networks. We visualized the distribution of TOMM-20::mKate, a mitochondrially-localized fluorescent reporter [35] expressed in the intestine, in young (D1) and in older (D7) animals. In young *sams-1(RNAi)* animals we observed many smaller mitochondrial bodies as compared to the reticular network in wild-type controls (Fig 6A), similar to effects reported in [30]. This phenotype occurs in multiple tissues, as fission was also apparent in TOMM-20::mKate distribution in body wall muscle (Fig 6B).

**Fig 6:**
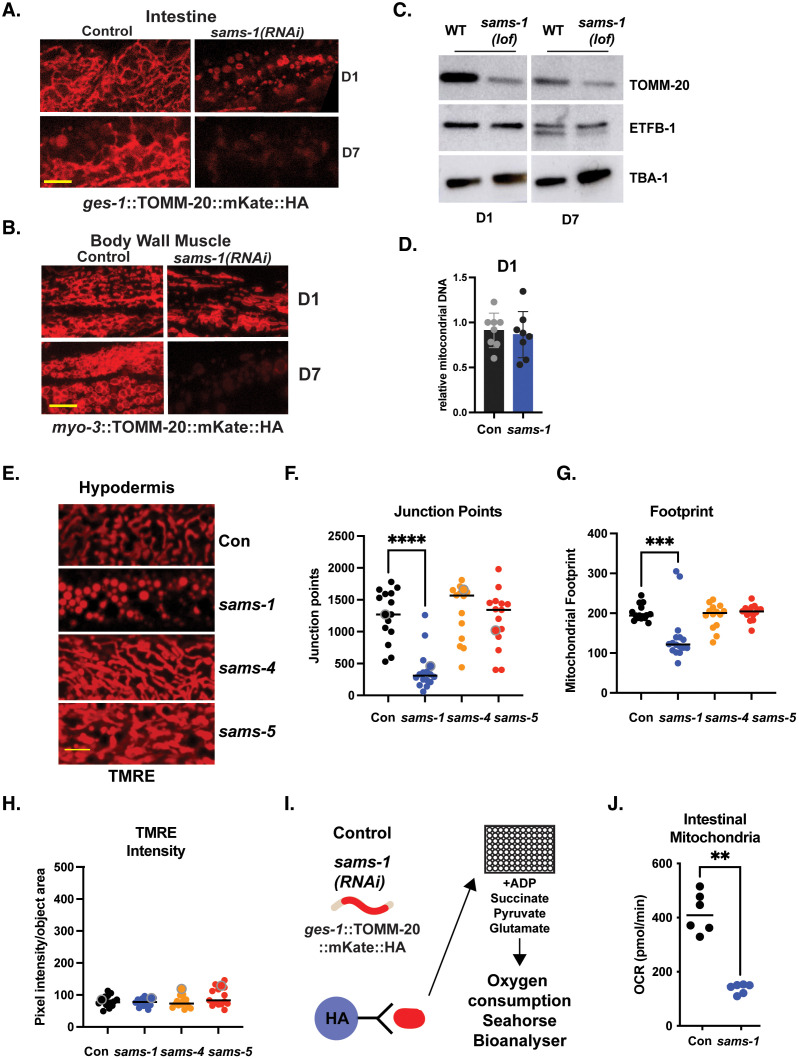
*sams-1* knockdown has specific effects on mitochondrial morphology. *sams-1(RNAi)* causes changes in mitochondrial morphology at D1 of adulthood and loss of TOMM-20::mKate by D7 in intestinal **(A)** and body wall muscle cells **(B)**. **(C)** Immunoblot comparing levels of endogenous TOMM-20 along with ETFB-1 in wild-type and *sams-(lof)* animals as they age using alpha tubulin (*tba-1*) as a loading control. Raw images are in S1_raw_images.pdf. **(D)** Q-PCR comparing mitochondrial and nuclear DNA levels in D1 control and *sams-1(RNAi)* animals. **(E)** Projections from spinning disc confocal images of TMRE staining of D1 adult *C. elegans* after RNAi of each SAM synthase shows that mitochondrial effects are specific to *sams-1*. Quantitation of networking (junction points) is in **(F)** with TMRE footprint in **(G)** and intensity in **(H)**. Schematic (**I**) and OCR from representative Seahorse assay in mitochondria purified from Control or *sams-1(RNAi)* animals. Significance calculated by the Mann–Whitney test is shown with * *p* < 0.01, ** *p* < 0.005, *** *p* < 0.001. Scale bar is 10 microns. The data for Fig 6F–6H, Fig 7C, 7D and Fig S7A were collected at the same time; thus, Control and *sams-1(RNAi)* graphs represent the same data set. Distinct images were chosen for panels marked within quantitation with large, contrasting point. The underlying data is in S1 Data.

We next asked how the mitochondrial network changes with age in *sams-1* animals. Consistent with reports that mitochondrial fission increases with age [36], we saw more fragmented mitochondria in the intestine and body-wall muscle in aging wild-type animals (Fig 6A and 6B). The situation was different in *sams-1* animals, which have fragmented mitochondria at D1. As *sams-1* animals aged, we instead noted a marked decrease in TOMM-20::mKate expression in both intestine and muscle tissues (Fig 6A and 6B). This result suggests an overall decrease in mitochondrial mass in aging *sams-1* animals. To evaluate this possibility, we measured the relative abundance of mitochondrial proteins, examined mitochondrial DNA levels, and compared mitochondrial footprints in imaging studies. We found that endogenous TOMM-20 protein levels were lower in D1 *sams-1(RNAi)* and further reduced at D7 (Fig 6C), consistent with the observed change in transgene expression. However, examination of an additional mitochondrial protein, the electron transport flavoprotein beta (*etfb-1*), did not show similar decreases. *etfb-1* mRNA levels, unlike *tomm-20*, were similar in aging or in *sams-1(lof)* animals (S2 Table). The nuclear to mitochondrial genome ratio was the same in *sams-1(RNAi)* animals and wild-type controls in D1 adults (Fig 6D).

Next, to determine if mitochondrial effects were specific to loss of *sams-1*, or were a general effect of low SAM, we compared loss of each *sams* gene using TMRE (Tetramethylrhodamine ethyl ester) staining to compare membrane potential, quantitate mitochondrial networking, and evaluate mitochondrial footprints. Imaging of TMRE in the hypodermal tissue confirmed loss of mitochondrial networks in *sams-1*, but not *sams-4* or *-5* animals (Fig 6E). Quantitation of junction points by MITOMAPR [37] shows that while networking and mitochondrial footprints are markedly reduced in *sams-1* animals, TMRE intensity, a measure of membrane potential, is not changed (Fig 6F–6H). We conclude that mitochondrial fragmentation occurs specifically when *sams-1* is depleted, and that the morphological changes are specific to reduction in *sams-1* and occur early in adulthood, at the time of increased stress resistance.

TMRE is a lipophilic dye and levels may not always predict changes in mitochondrial function [38]. Direct measurement of oxygen consumption rate (OCR) is a more quantitative method and *C. elegans*-specific protocols have been developed for the Seahorse Bioanalyzer [39,40]. However, because whole worms are measured, size differences may also confound results [41]. Because the small size and diminished germline (a mitochondria-rich tissue) of *sams-1* animals would make normalization of whole animal assays difficult, we chose to compare OCR between intestinal mitochondria that had been isolated from control or *sams-1(RNAi)* animals through IP from a *ges-1*::TOMM-20::mKATE::HA expressing strain (Fig 6I). Isolated mitochondria were supplied with succinate, pyruvate, glutamate, and ADP (adenosine triphosphate). Mitochondria from control animals showed efficient basal respiration in these fuel conditions, while equivalent concentrations of *sams-1* mitochondria had lower OCRs. Thus, *sams-1* mitochondria are less able to utilize TCA intermediates as fuel, showing functional as well as morphological differences from SAM depletion.

### Insufficient production of phosphatidylcholine leads to changes in mitochondrial morphology

We hypothesized that the increased stress resistance in *sams-1(lof)* animals may be related to *sams-1*-specific metabolic changes. Membrane lipids are critical for mitochondrial morphology and SAM synthases have an important role in PC production [42]. SAM is required for the methylation of PE to form PC in mammals [42]. In *C. elegans*, the PMT-1/PMT-2 phosphoethanolamine methyltransferases act to methylate phosphoethanolamine (P-Eth) to generate phosphocholine (P-Cho), which can then be used to produce PC [33] (schematic in Fig 7A). LCMS assays showed decreases in PC in *sams-1(RNAi)* animals (Fig 7B; S3 Table), corroborating our previous results [3,8,43], and were equivalent to reduction in *pcyt-1*, the rate-limiting enzyme for the de novo synthesis of PC (Fig 7A). PC levels in *sams-4(RNAi)* animals were the same as wild-type, indicating that SAM_4_ is not a major substrate for PMT-1/PMT-2 methyltransferases. PC metabolism is tightly linked to stored fats (triglycerols), diacylglycerols, and phosphatidylglycerols (PGs); these all change in *sams-1* animals (S6A–S6D Fig; S4 Table) consistent with our previous studies [43,44]. In contrast, loss of *sams-4* had little effect on any lipid class (S6A–S6D Fig; S4 Table). We conclude that SAMS-1 is uniquely important for SAM-dependent lipid metabolism.

**Fig 7:**
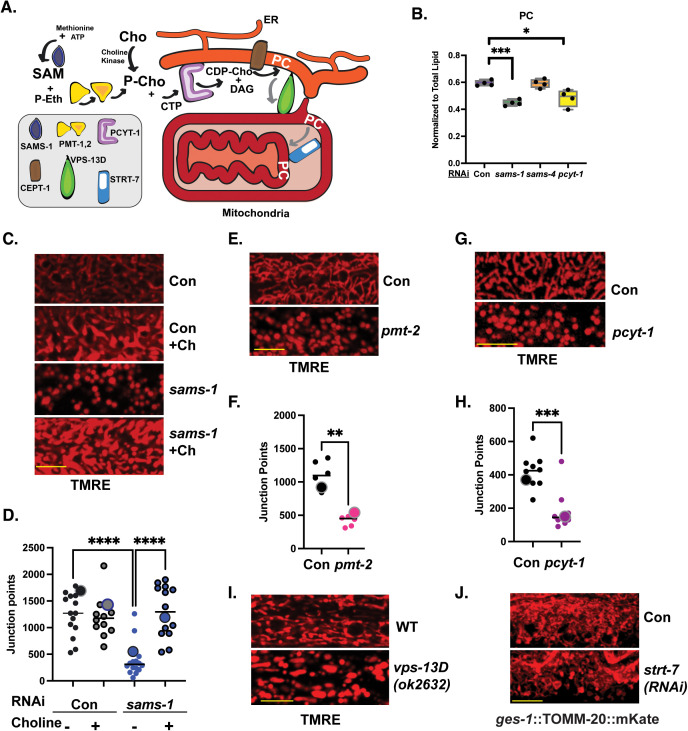
Changes in mitochondrial morphology in *sams-1* animals are linked to low PC. **(A)** Schematic showing connections between SAM and PC synthesis to trafficking of PC to and within the mitochondria. **(B)** LCMS analysis shows that PC synthesis defects in low SAM are specific to *sams-1* (See also S6 Fig, underlying data is in S4 Table). **(C)** Rescue of PC synthesis with dietary choline restores mitochondrial networks in D1 *sams-1(RNAi)* animals; network quantitation of TMRE intensity is in **D** with TMRE intensity in Fig S6A. RNAi of the PC methyltransferase *pmt-2* (**E, F,** S7B Fig), the rate-limiting enzyme for PC production *(pcyt-1*) (**G, H,** S7C Fig), or the ER-mitochondrial phospholipid transfer protein *vps-13D* **(I)** induces mitochondrial fission, visualized by TMRE staining, similar to reduction after *sams-1* RNAi. **(J)** Spinning disc projection of intestinal cells expressing TOMM-20::mKate to visualize changes in the mitochondrial gut after RNAi of the mitochondrial phospholipid flippase *strt-7*/STAR7. Quantitation in S7DE Fig. Images are spinning disc projections except for **G**, which was taken on a point scanning confocal. Significance calculated by the Mann–Whitney test is shown with * *p* < 0.01, ** *p* < 0.005, *** *p* < 0.001. Scale bar is 10 microns. The data for Fig 6F–6H and Figs 6C, 6D/S7A were collected at the same time; thus, Control *and sams-1(RNAi)* graphs represent the same data set. Distinct images were chosen for panels marked within quantitation for each panel with large, contrasting point. The underlying data for 7F, 7H, 7D is in S1 Data.

The fact that PC decreases in *sams-1* animals, where we observe fragmented mitochondria (Fig 6A, 6B, and 6E), but not in *sams-4* animals which have normal mitochondrial morphology (Fig 6E), suggested that reduced PC may be the underlying cause of mitochondrial fragmentation. We first grew *sams-1(lof)* animals with supplemental dietary choline, which restores PC levels in *sams-1(lof)* animals [3,8,32,33]. Dietary choline fully suppressed mitochondrial fragmentation in *sams-1(RNAi)* animals (Fig 7C and 7D). Supplemental choline was associated with increased TMRE intensity in both control and *sams-1(RNAi)* animals (S7A Fig). Next, we asked if other genetic manipulations that reduce PC synthesis also induced mitochondrial fragmentation. We found that mitochondria fragmented after knockdown of either *pmt-2* (Fig 7E and 7F), the methyltransferase required to make PC from PE, or *pcyt-1* (Fig 7G and 7H), which is required for dietary choline to be incorporated into PC. The intensity of TRME was reduced moderately in *pmt-2(RNAi)* animals (S7B Fig), which induces a more severe growth restriction than depletion of *sams-1* [8,33], but was not changed in animals with reduced *pcyt-1* (S7C Fig). These data strongly support our assertion that the fragmentation of mitochondria in *sams-1* animals results from decreased PC production.

PC, the most abundant phospholipid in cellular membranes, is synthesized in the ER and must be transported to other cellular organelles, including mitochondria [42]. Decreases in PC can affect membrane properties [45], limiting membrane curvature or affecting function of proteins within membranes [46]. PC also acts as a substrate for phospholipases, such as Phospholipase D, and therefore could indirectly impact mitochondria through signaling functions. To ask if PC levels had potentially direct effects on mitochondrial morphology, we identified *C. elegans* orthologs of proteins that could be involved with PC transport into the mitochondria (VPS-13D) or act within the mitochondria to transfer PC to the inner membrane (STRT-7/STARD7). *vps-13D* encodes a lipid transfer protein that can facilitate movement of PC from the ER to the mitochondria; reduction in function causes fission and increased entry into mitophagy pathways in yeast, *Drosophila*, and humans [47–51] and changes in mitochondrial morphology in *C. elegans* [52]. Orthologs in humans are associated with movement disorders [53], which are also linked to mitochondrial functions [54].

Consistent with the loss of mitochondrial networks in body wall muscle observed by Yin and colleagues, we found that *vps-13(ok2190)* animals lost network junctions after TMRE staining of hypodermal tissues (Fig 7I) [52]. PC transport can also be regulated within these organelles by mitochondrial-targeted isoforms STARD7 [55–58]; cells lacking STARD7 have lower PC within mitochondria, exhibit fission of mitochondrial networks with increased mitophagy and abnormal cristae [55,56,59]. We identified two STAR Domain containing proteins in the *C. elegans* genome that were orthologous to STARD7 and STARD10 respectively (S6I and S6J Fig). Like *STARD7*, *strt-7* contains a mitochondrial targeting sequence and is predicted by Wormbase [60] to have a predominantly intestinal expression. RNAi knockdown of *strt-7* also disrupted the mitochondrial network (Figs 7J and S7D). Taken together, our data support the idea that changes in mitochondrial morphology in *sams-1* animals are driven by decreased mitochondrial PC which lead to fragmentation of the mitochondrial network.

### Fragmented mitochondria in *sams-1* animals are targeted to autophagosomes

Changes in mitochondrial morphology are often associated with cellular stress [61]. For example, mitochondria fragment in *C. elegans* larvae exposed to heat stress [62], see also S8A Fig). Depleting *drp-1*, the dynamin family GTPase required for mitochondrial fission, prevents heat-stress-induced mitochondrial fragmentation and renders animals more sensitive to thermal stress [62,63]. This suggests that regulated changes in mitochondrial morphology may contribute to stress survival. Conversely, animals with fragmented mitochondria due to loss of *fzo-1*, the *C. elegans* orthologue of mitofusin [62,63], are more resistant to heat stress. Fission allows mitochondria to more easily enter the autophagy pathway and be turned over through mitophagy [63,64], which can help clear cellular material damaged by stress and enhance survival.

We used epistasis analysis to ask if the changes in morphology of the mitochondria network that we observed when PC production was limited acting through the cellular machinery that balances mitochondrial fission and fusion. As in previous studies [62,63], we observed that increased mitochondrial fragmentation after depletion of *fzo-1* increased survival, while loss of *drp-1*, which leads to more fused mitochondria, impairs stress resistance (Fig 8A). However, survival of *sams-*1 animals does not meaningfully change after depletion of either *fzo-1* or *drp-1* (Fig 8B). Wei and colleagues have shown that depletion of *sams-1* RNAi does not fully restore mitochondrial morphology in *drp-1(lof)* animals [30], and we found that mitochondrial fragmentation in *sams-1(lof)* animals is not exacerbated by depletion of *fzo-1* (S8B and S8C Fig). Lowering PC within membranes reduces membrane bending [45], and may cause organelles to form larger, rounded shapes to minimize complex curvature [65]. Taken together, these results suggest that the membrane constraints in low PC leads to disrupted networks, that like *fzo-1* RNAi, increase stress resistance but are refractory to additional modulation by the fission or fusion machinery.

**Fig 8:**
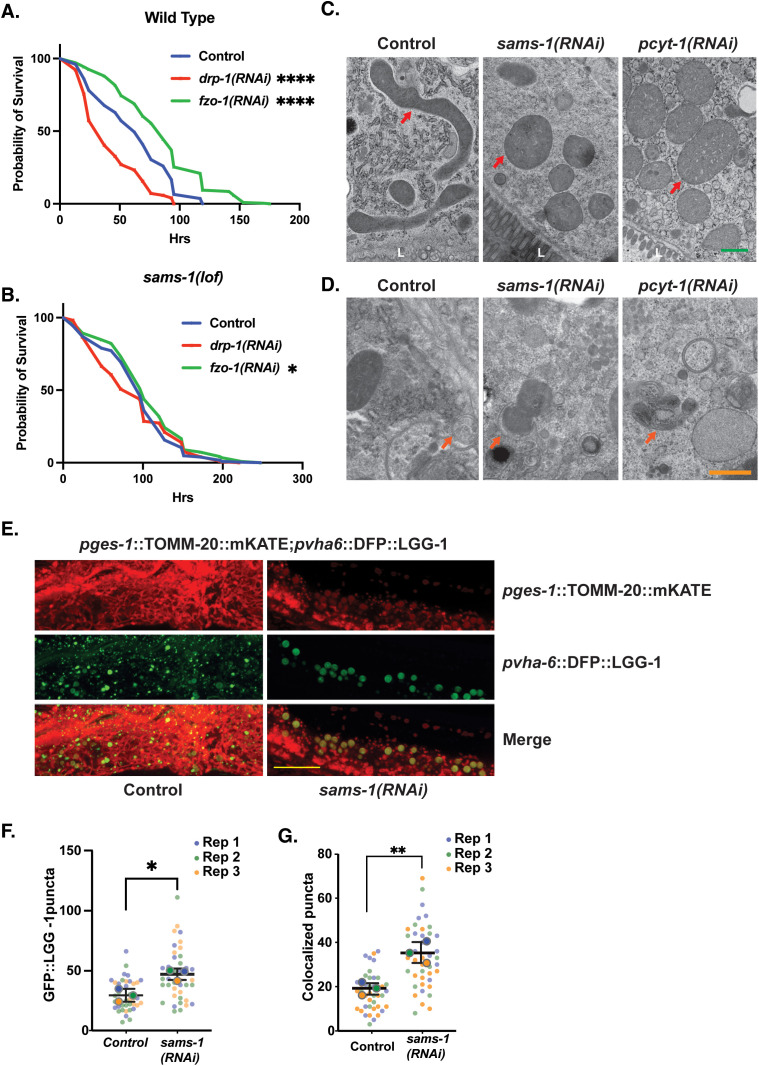
Increased mitophagy in *sams-1(RNAi)* animals links changes in PC to heat shock survival. Average of three survival assays comparing effects of heat shock on wild-type **(A)** or *sams-1(lof)* **(B)** animals undergoing RNAi for *drp-1* or *fzo-1*. Panel A confirms results from [63]. TEM images of Control, *sams-1* or *pcyt-1* RNAi animals comparing mitochondrial morphology, localization and localization within intestinal cells **(C)** and showing examples of mitochondria in proximity to double membrane autophagosome-like structures **(D)**. Scale bar is 10 microns. **(E)** Confocal projections obtained on a Nikon Spinning disc of intestines from *sams-1(RNAi)* animals showing increased numbers of DFP::LGG-1 autophagosome puncta and overlap with TOMM-20::mKate marked mitochondria. Scale bar is 500 nm. Quantification of DFP::LGG-1 puncta is in **(F)** and of overlap between DFP::LGG-1 puncta and TOMM-20::mKate in **(G)**. Significance calculated by the Mann–Whitney test is shown with * *p* < 0.01, ** *p* < 0.005, *** *p* < 0.001. The underlying data is in S1 Data.

We next sought to directly examine the effects of reduced PC production on mitochondria using high-pressure freeze fixation/transmission electron microscopy (TEM). Whereas intestinal mitochondria in control animals where elongated with visible cristae and were dispersed throughout the cytoplasm, we noted that the mitochondria of *sams-1(RNAi)* animals were preferentially distributed along the intestinal lumen, had a rounded or bloated morphology, and barely discernible cristae structure (Figs 8C and S8D). We observed a similar effect in *pcyt-1(RNAi)* animals (Figs 8C and S8D). We also noted tubulation of ER membranes in addition to the mitochondrial effects, which is not unexpected as PC is a major constituent of most cellular membranes. These results further support our assertion that *sams-1* mitochondrial phenotypes result from depletion of PC.

Mitochondrial fragmentation can be the first step in the specific degradation of mitochondrial components by autophagy, or mitophagy [66]. We noticed that fragmented mitochondria in *sams-1(RNAi)* and *pcyt-1(RNAi)* animals were often observed near cupped-shaped double membrane structures (Fig 8D), suggesting that they may be subject to mitophagy. Previous studies have shown that *sams-1(ok2946)* animals have more GFP::LGG-1 puncta in larval hypodermal, which mark forming autophagosomes, and that these animals require *bec-1*, a key autophagy mediator, for full life span extension [67]. We compared the effects of depleting *sams-1* or *sams-4* on autophagic flux using a strain with two fluorescent proteins that can distinguish between forming autophagosomes and autolysosomes [68]. We found more fluorescent puncta in *sams-1(lof)* animals (S8E and S8F Fig), corroborating previous studies. The amount of GFP::LGG-1 was decreased relative to mKate, suggesting that flux through the autophagy pathway was increased. Loss of *sams-4* had no effect on autophagy flux using this assay.

To determine if the mitochondrial fragments produced in *sams-1(lof)* animals were removed by mitophagy, as is the case when mitochondrial PC is lowered by loss of VPS13D or STARD7 [50,56], we knocked down *sams-1* in a strain where intestinal autophagosomes were marked with DFP::LGG-1 and mitochondria with TOMM-20::mKate [69]. In *sams-1(RNAi)* animals, most mitochondria with bright TOMM-20::mKate were clustered near the basal side of the intestinal cells (Fig 8E), consistent with our TEM images (Figs 8C and S8D). However, we also noted that there were lighter, less refractory puncta closer to the apical side (Fig 8E). The number of DFP::LGG-1 puncta was higher in *sams-1(RNAi)* animals (Fig 8F), consistent with previous results [67]. Notably, we found that DFP::LGG-1 puncta colocalized with mitochondria in *sams-1(RNAi)* animals (Fig 8E and 8G), suggesting that these mitochondria could be primed to enter mitophagy pathways, allowing clearance and increasing stress resistance.

An alternative hypothesis for the increase in autophagic puncta and overlap with mitochondria in *sams-1* animals could be transcription-mediated effects on autophagy genes as reported in Lim and colleagues. In this study, expression of several autophagy-linked genes were increased by slight, but statistically significant margins, measured by qRT-PCR in a *sams-1* deletion allele [67]. These changes were linked to H3K4-mediated control of the master regulator of autophagy, *hlh-30*/TFEB along with *pha-4*/FOXA1 as a mechanism to explain increases in autophagy in low SAM. However, we have not observed increased expression of autophagy regulators after loss of *sams-1* in multiple independent RNAseq and microarray experiments [3–5]. 

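*pha-4*, the FoxA transcription factor of pharynx development (chromosome V, 20753052 to 20760317, plus strand), rose in the libraries labelled *sams-1* from 5.51 ± 0.593 to 19.3 ± 7.58 CPM at D1 and from 3.23 ± 0.566 to 22.4 ± 8.53 CPM at D7 (SD, n = 3). Its log2 fold change was 1.80 (SE 0.41, adjusted p = 0.00894) at D1 and 2.80 (SE 0.35, adjusted p = 7.9e-05) at D7 from edgeR, and scaling on intestinal genes turns the D1 value to -0.17. *hlh-30*, the TFEB homolog (chromosome IV, 4014793 to 4034951, minus strand), went from 45.4 ± 10.3 to 107 ± 37.5 CPM at D1, a log2 fold change of 1.24 (SE 0.32, adjusted p = 0.0131) that did not pass at 0.01. At D7 it rose from 63.4 ± 6.04 to 121 ± 25.4 CPM with a log2 fold change of 0.94 (SE 0.17, adjusted p = 0.000755) from edgeR, a direction that turns. Scaling on muscle genes gives -0.19 at D1 and -0.58 at D7 and scaling on intestinal genes -0.69 and -1.07. Pharynx markers were higher along with *pha-4*, 6 of 15 at D1 and 15 at D7 (6 and 15 over the list alone). The D1 call of *pha-4* held only without replicate 1 labelled *sams-1* when single libraries were left out (adjusted p up to 0.0381 without wild-type D1 replicate 3), and *hlh-30* passed at D1 in that same fit (adjusted p = 0.00597, in a range of 0.000844 to 0.780 over all alternatives). The interaction with age was 0.73 (adjusted p = 0.486) for *pha-4* and -0.56 (adjusted p = 0.447) for *hlh-30*.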

Consistent with this, there was no consistent upregulation of the autophagy regulators *pha-4* or *hlh-30* in either of the RNAseq data sets we collected in this study (S9 Fig; S2 and S3 Tables). In our new data sets, only *sqst-1* responded transcriptionally to loss of *sams-1* in our RNAseq studies (S9C Fig; S2 and S3 Tables). 

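*sqst-1*, the p62 homolog that carries cargo to autophagosomes (chromosome IV, 12034282 to 12036891, plus strand), rose from 22.2 ± 9.66 to 236 ± 78.2 CPM at D1 and from 127 ± 9.92 to 402 ± 103 CPM at D7 in the libraries labelled *sams-1* (SD, n = 3). Its log2 fold change was 3.41 (SE 0.41, adjusted p = 0.00260) at D1 and 1.66 (SE 0.18, adjusted p = 3.2e-05) at D7 from edgeR, where scaling on intestinal genes turns the D7 value to -0.37. *lgg-1*, the GABARAP homolog of the autophagosome membrane, rose at D7 from 282 ± 16.44 to 566 ± 89.1 CPM, a log2 fold change of 1.00 (SE 0.14, adjusted p = 0.000124) that turns to -0.46 and -0.95 with scaling on muscle and intestinal genes. At D1 *lgg-1* had 0.46 (adjusted p = 0.0699), turning to -1.04 and -1.40. *lgg-2*, the LC3 homolog, *bec-1*, the Beclin homolog, and *atg-4.1*, a protease that overlaps *Y87G2A.2* and is uncertain, had log2 fold changes of -0.35, -0.16 and -0.14 at D1 and 0.30, 0.29 and 0.14 at D7, none past the threshold and each turning under at least 1 other scaling at each age. With single libraries left out, *lgg-2* passed at D7 in 1 fit (adjusted p = 0.000784 from edgeR, in a range of 3.0e-08 to 0.471 over all alternatives).

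Of 29 autophagy genes, 7 rose and 8 fell at D7 (the same numbers over the list alone), and 2 rose and 4 fell at D1 (1 and 4 over the list alone). By edgeR, 4 rose and 10 fell without replicate 1 labelled *sams-1* at D1, and none did without wild-type D1 replicate 1. DESeq2 on all D1 libraries had 2 higher and 12 lower. The list did not pass against other genes at D7 (camera, adjusted p = 0.427) or at D1 (adjusted p = 0.108). *epg-3*, needed for omegasome progression, fell by 1.54 at D7 (adjusted p = 1.8e-05 from edgeR). *epg-6*, a WIPI homolog, fell by 1.52 at D1 (adjusted p = 0.00545) and by 0.96 at D7 (adjusted p = 0.000140). The D1 calls of *sqst-1* and *epg-6* were lost without wild-type replicate 1 or 3 or replicate 3 or 5 labelled *sams-1*, that of *epg-6* also without wild-type replicate 5, at adjusted p up to 0.0204 and 0.0283. The paper states that *sqst-1* alone responded among these genes and proposes that H3K4me3 control of HLH-30 may not link SAMS-1 to autophagy in all contexts.

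**Figure D3:**
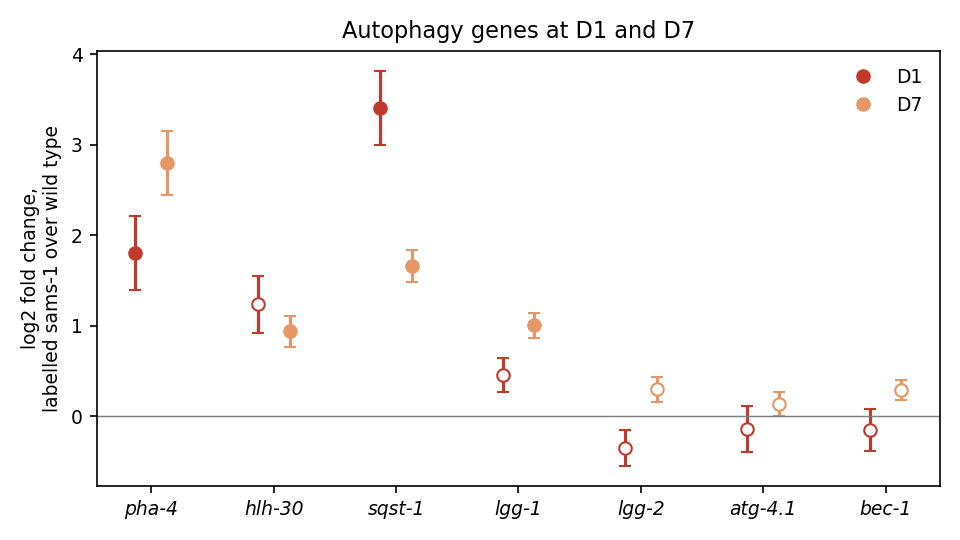
Log2 fold change ± SE (labelled *sams-1* over wild type, TMM, n = 3 per group) of autophagy genes that the paper names, at D1 and D7, with filled points for an adjusted p under 0.01. *sqst-1* lies at 3.41 at D1 and 1.66 at D7, and scaling on muscle or intestinal genes turns *hlh-30* and *lgg-1* to negative values at both ages.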

Finally, although sequencing of our previous Cut&TAG studies [5] identified H3K4me3 peaks in the same regions analyzed by ChIP-PCR in [67], these were not differentially regulated (S10 Fig; S2 and S3 Tables), suggesting that H3K4me3-mediated control of the HLH-30 response may not link SAMS-1 to autophagy in all contexts. However, there may be other stress responses activated by loss of *sams-1*, as we did note an enrichment in STRESS RESPONSE categories as *sams-1* animals aged. This category included multiple transcriptional factors that may contribute to stress responsive gene expression, such as the AP1 components *fos-1* and *jun-1* and nuclear hormone receptor *daf-12* (S9G–S9I Fig). Thus, a more generalized transcriptional stress response may be linked to the lowering of PC and changes in mitochondria or other membrane organelles in *sams-1* animals.

## Discussion

We have found that different SAM synthase enzymes have distinct effects on cellular metabolic processes. We show that SAMS-1 contributes to a variety of metabolic pathways, including a mitochondrial β-oxidation-like pathway and the synthesis of the phospholipid PC. SAMS-4 has a more restricted role, perhaps serving primarily as a substrate for a more limited set of histone or other protein methylation reactions. These results support the idea that SAM generated by different SAMS enzymes is used for specific cellular and metabolic processes. This may explain our previous observations that different SAM synthases have distinct effects on life span, heat stress survival, gene expression profiles, and H3K4me3 patterns [4,5]. More generally, our study highlights the importance of considering synthase-specific effects when determining how low SAM may exert phenotypic effects.

Our studies reveal that a key function of SAMS-1 is to generate PC, and that this is essential to maintain mitochondrial networks in young adults. Furthermore, *sams-1* is important to support expression of many nuclear encoded mitochondrial genes in older animals. In *sams-1(lof)* animals, reduced PC production leads to mitochondrial fragmentation, changes in OCR and degradation by mitophagy (model in S8G Fig). We measured OCR in purified mitochondria supplied with TCA cycle intermediates, however, fission can produce mitochondrial which may be more efficient with different fuels, such as those produced by beta oxidation [70,71]. The mitochondrial functions of SAMS-1 may be conserved. In mammals, loss of MAT1A in liver causes mitochondrial dysfunction associated with changes occurring in alcoholic fatty liver disease [72], and mutations in choline kinase, which mediates an initial step in PC synthesis, are associated with changes in mitochondrial morphology and mitophagy in mouse muscle tissue [73] and multiple human neurological syndromes [53,54,74]

PC is a major component of most cellular membranes, and is also used in the synthesis of other complex lipids such as cardiolipin (CL), which plays an important role in mitochondrial membranes [75]. However, there is no change in the abundance of CL in *sams-1* animals, arguing against a major role for CL in mitochondrial fragmentation from knockdown of *sams-1*. There were changes in the abundance of other lipids linked to mitochondrial function in *sams-1(RNAi)* animals, including PG, SPH, CoQ, and Acyl Carnitines (S6D–S6H Fig; S4 Table). These changes may be a compensatory response to decreased PC abundance or altered mitochondrial function, as we observed similar changes in *pcyt-1(RNAi)* animals.

We also noted changes in several metabolites of the propionate shunt, a β-oxidation-like pathway. This validates our previous report that showed genes in this pathway lost H3K4me3 and heat-shock-associated gene expression in *sams-1(lof)* animals [5]. There are clear links between the regeneration of methionine and SAM synthesis through vitamin B12 and the detoxification of hydroxy propionate (3HPP) [19,20,76,77]. Recent studies have linked increased 3HPP with defects in mitochondrial morphology including sheet-like structures and vacuoles [78]. These can be rescued by B12 or the low-branched chain amino acid (BCAA) fatty acid diet of the *Escherichia coli* strain used for *C. elegans* RNAi studies. While B12 and BCAA metabolism can affect the 1CC, *sams-1(RNAi)* animals showed no significant differences in the BCAAs leucine or isoleucine, although valine levels dropped. The metabolomics in this study, combined with our previous chromatin and gene expression studies [5], suggest this pathway is modulated mostly through effects on H3K4me3 and expression in genes for metabolic enzymes in this pathway. Polyamines may also affect mitochondrial morphology and mitophagy [79], however, in our experiments the levels of metabolites in the polyamine or arginine biosynthetic pathways did not co-vary with *sams-1* effects on heat shock, thus spermidine appears able to induce mitochondrial stress. However, interpreting negative effects from a small list of steady state metabolites is difficult and measurement of flux from methionine to SAM and downstream metabolites is necessary to fully evaluate this hypothesis.

Reduced PC abundance can affect mitochondrial morphology and membrane potential through effects on membrane dynamics [75,80]. PC plays a critical role in membrane stability and curvature, as its cylindrical structure promotes bilayer formation [45]. The effect of decreased PC on membrane dynamics is well studied in lipid droplet biology [81], as PC depleted membranes are less amenable to curvature, with larger and more regular formation of lipid droplets. This is consistent with the larger, less networked mitochondria we observed in both the *sams-1* and *pcyt-1* RNAi animals. In mitochondria, low PC may also favor fission rather than maintenance of complex fused mitochondrial networks and alter modifications of mitophagy regulators such as Atg8 [82] or Atg44 [64], which could influence incorporation of damaged mitochondria into the autophagy machinery. There may be even deeper links between PC and autophagy/mitophagy, as Sutter and Tu [83] identified ChoP (choline phosphotransferase) in a screen in yeast for regulators of autophagy/mitophagy induced by low methionine.

The relative amount of PC in the membrane varies between cellular organelles, with highest levels in the ER, followed by the Golgi, mitochondria and lysosomes, with the lowest proportion in the plasma membrane [84]. It could be, therefore, that decreased PC has distinct effects on different organelles. For example, we previously showed that low PC blocks ARF-1 cycling at the Golgi in *C. elegans* and mammalian cells [44], and studies from the Spang lab show that ARF-1/ARF1 impacts mitochondrial dynamics in *C. elegans*, yeast, and mammalian cells [85,86]. This raises the possibility that low PC blocks ARF-1 cycling at the Golgi and this drives mitochondrial fragmentation. However, loss of *arf-1* does not result in mitochondrial fragmentation [86], as in *sams-1* animals. VPS13D and STARD7 can also affect distinct organelles or membranes in mammalian cells, although the direct targeting of some isoforms to the mitochondria or ER-mitochondrial contact sites supports the simplest, most direct explanation [47,87] for phenotypic similarities. Moreover, loss of STARD7, which causes mitochondrial dysfunction associated with a seizure disorder in humans [55], has been shown to alter mitochondrial morphology with increased blebbing and loss of cristae structure in mammalian cells [55,59]. And, similar to our observations in *sams-1(lof)* animals, the change in mitochondrial morphology resulting from loss of STARD7 is independent of dynamin-related GTPases [59] and associated with increased mitophagic flux in C1C12 muscle cells [56].

Reduction in SAM has broad effects on metabolite levels and methylation patterns leading to diverse phenotypes. Our study highlights the importance of demonstrating synthase specific downstream roles for SAM and suggests that links to specific methylation targets are essential to understand its biological importance in life span and stress responses.

## Materials and methods

### *C. elegans* strain and culture, RNAi and stress applications

The N2 strain was used for wild type and all other strains are described in S5 Table. Culture conditions are as previously described [84–86]. For metabolomics and heat shock experiments, adults were bleached onto RNAi plates and progeny were grown to young adults at 15°C before heat shock. Animals were collected in S-Basal, washed, and frozen at −80°C until processing. For all other experiments, animals were maintained at 20°C. For heat shock survival assays, animals were bleached onto RNAi plates and allowed to grow to young adults at 15°C. Approximately 25–30 animals were moved onto 35 mm plates in triplicate, resulting in 75–90 animals in each biological replicate. These plates were placed in a 37°C incubator for 2 hours, then moved to 20°C for the remainder of the assay. Starting the next day, each plate was checked for dead animals by looking for movement and, failing that, gentle prodding of the worm. Dead worms were removed and scored. Animals that died from internally hatched embryos (bagging) or died from desiccation were excluded from the final scoring. Three independent, non-blinded biological replicates were carried out and Kaplan–Meier curves were generated with GraphPad Prism v8.0.

### Relative targeted metabolite profiling

#### Sample preparation.

Aqueous metabolites for targeted liquid chromatography–mass spectrometry (LC–MS) profiling of 80 *C. elegans* samples were extracted using previously described protein precipitation method [88,89]. Briefly, samples were homogenized in 200 µL purified deionized water at 4˚C, and then 800 µL of cold methanol containing 124 µM 6C13-glucose and 25.9 µM 2C13-glutamate was added. Internal reference standards were added to the samples to monitor sample preparation. Next, samples were vortexed, incubated for 30 min at −20°C, sonicated in an ice bath for 10 min, centrifuged for 15 min at 18,000*g* at 4°C, and then 600 µL of supernatant was collected from each sample (protein precipitate was used to do BCA assay for data normalization). Lastly, recovered supernatants were dried on a SpeedVac and reconstituted in 0.5 mL of LC-matching solvent containing 17.8 µM 2C13-tyrosine and 39.2 3C13-lactate, and internal reference standards were added to the reconstituting solvent to monitor LC–MS performance. Samples were transferred into LC vials and placed in a temperature-controlled autosampler for LC–MS analysis.

### LC–MS assay

Targeted LC–MS metabolite analysis was performed on a duplex-LC–MS system composed of two Shimadzu UPLC pumps, CTC Analytics PAL HTC-xt temperature-controlled auto-sampler and AB Sciex 6500+ Triple Quadrupole MS equipped with ESI ionization source [89]. UPLC pumps were connected to the autosampler in parallel and were able to perform two chromatography separations independently from each other. Each sample was injected twice on two identical analytical columns (Waters XBridge BEH Amide XP) performing separations in hydrophilic interaction liquid chromatography mode. While one column was performing separation for MS data acquisition in ESI+ ionization mode, the other column was equilibrated for sample injection, chromatography separation, and MS data acquisition in ESI- mode. Each chromatography separation was 18 min (total analysis time per sample was 36 min), and MS data acquisition was performed in multiple-reaction-monitoring mode. The LC–MS system was controlled using AB Sciex Analyst 1.6.3 software. The LC–MS assay targeted 361 metabolites and 4 spiked internal reference standards. Measured MS peaks were integrated using AB Sciex MultiQuant 3.0.3 software. Up to 201 metabolites and 4 spiked standards were measured across the study set, and over 90% of measured metabolites were measured across all the samples. In addition to the study samples, two sets of quality control (QC) samples were used to monitor the assay performance and data reproducibility. One QC [QC(I)] was a pooled human serum sample used to monitor system performance, and the other QC [QC(S)] consisted of pooled study samples, which were used to monitor data reproducibility. Each QC sample was injected once for every 10 study samples. The data were highly reproducible with a median coefficient of variation (CV) of 4.0%.

### Metabolite data analysis

The raw metabolomics data was first preprocessed to ensure analysis of only high-quality data [90]. Metabolites that were not captured in 75% or more of the samples were excluded from the analysis. Next, metabolites solely from bacteria sources were identified and removed by comparing the mean of pooled blanks with the mean of pooled samples. QC was performed on a pooled sample where the same metabolites were repeatedly measured. If the CV was > 20%, metabolites were excluded from downstream analysis [90]. This dataset was uploaded onto the Metaboanalyst v6.0 web platform [91]. Metaboanalyst was used to normalize our data before identifying changing metabolites with respect to each SAM synthase or after heat shock. Missing values were handled with the default setting (remove feature with >50% missing values and otherwise replace with 1/5 of the minimum positive value for each variable). Data was ultimately normalized by sum and log10 transformation after examining the distribution of each normalization combination [92]. This data was downloaded and fed into GraphPad Prism v10.0.0 where a two-way ANOVA was performed. False discovery rate was controlled with the Two-stage step-up method of Benjamini, Krieger, and Yekutieli and a desired false discovery rate of 0.05. Graphs were visualized in Prism except for the PCA was performed in R v4.2.1.

### Lipidomics

*C. elegans* samples were extracted using a modified Folch procedure including Internal Standards (Splash Mix; Avanti Polar Lipids). Samples were resuspended based on sample weight. *LC–MS/MS:* Thermo Accucore C30 150 mm analytical column was used in the positive and negative ionization modes to acquire data. Data were analyzed using LipidSearch 5.1. Background filtering was performed using solvent blanks (no extraction blanks submitted, which are the ideal sample to filter out background). Data were filtered within the software according to pre-determined parameters within the software. Lipid Class data was used to generate a total lipid signal, then data shown were normalized to total lipid signal. Statistical analysis and visualization were performed in Graphpad prism.

### RNA sequencing

RNA for deep sequencing was purified by Qiagen RNAeasy. Duplicate samples were sent for library construction and sequencing at BGI (China) (S2 Table; Figs 5 and 6) or triplicate samples were sequenced at Biostate AI (USA) (S3 Table; S4 Fig). Raw sequencing reads were processed using a Nextflow pipeline (https://github.com/DanHUMassMed/RNA-Seq-Nextflow). The raw read pairs were first aligned to *C. elegans* reference genome with ws245 annotation. The RSEM method was used to quantify the expression levels of genes and DEseq was used to produce differentially expressed gene sets with more than a 2-fold difference in gene expression, with replicates being within 0.05 in a Students *T* test and a False Discovery Rate (FDR) under 0.01. Statistics were calculated with DeBrowser [93]. Venn Diagrams were constructed by BioVenn [94]. WormCat analysis was performed using the website https://www.wormcat.com/ [92] and the whole genome annotation version 2 (v2) and indicated gene sets. PCA was conducted by using *prcomp* in R and graphed with *ggplot* in R studio. The GEO accession number is GSE288260 for S2 Table, Figs 5 and 6 and is GSE308504 for S3 Table, S4 Fig

### Microscopy: TMRE staining

Plates with TMRE were prepared by dripping 10 μM TMRE onto the bacterial lawn and allowing the plate to dry in a hood immediately before use. Embryos from 20 to 25 animals were recovered by hypochlorite treatment on TMRE plates and imaged when the animals reached the young adult stage.

### Microscopy: confocal imaging

*C. elegans* were imaged on a Leica SPE6 or Nikon Spinning Disc as noted with identical gain or exposure settings within each experiment. Images were quantitated in FIJI with the following pipelines: (1) TMRE staining with MitoMapr [95], (2) PunctaProcess (https://github.com/DanHUMassMed/puncta_process_plugin) for counting GFP::LGG-1, and (3) Colocalization of GFP::LGG-1 and TOMM-20::mKate with the Fiji Image calculator, followed by Puncta Process to quantify the overlapping pixels. Archived code is located on Zenodo (https://doi.org/10.5281/zenodo.17495841). Graphs and statistical analysis were completed in Graphpad Prism.

### Microscopy: transmission electron microscopy

A suspension of *C. elegans* (tetramizole/ M9) were placed in the 100 μm deep side of type A 6 mm Cu/Au carriers (Leica), sandwiched with the flat side of type B 6 mm Cu/Au carriers (Leica), and frozen in a high-pressure freezer (EM ICE, Leica). This was followed by Freeze Substitution (FS) in a Leica EM AFS2 unit cooled down to −90°C. For FS Procedure and Embedding, the sandwiches with frozen samples were transferred under LN2 into cryovials containing frozen FS media (Acetone containing 1% OsO4/1% glutaraldehyde/1% water). The vials are placed into the precooled AFS2 unit, the lids are screwed loosely onto the vials to permit safe evaporation of excess N2 gas and after about 1 h the lids are tightened, and FS is started. During the FS, the temperatures increased to—90°C for 36–48 h to 60°C at a rate of 5°C per hour (6 h). After −60°C for 6 h, samples were warmed up to −30°C at a rate of 5°C per hour (6 h). Similarly, after 3 h at—30°C samples were warmed up to 0°C at a rate of 5°C per hour over 6 h. Finally, samples were warming up to 20°C at a rate of 5°C per hour. After reaching room temperature, the samples were rinsed three times with acetone (10 min each), one time with propylene oxide (PO) and infiltrated in a 1:1 mixture of PO:TAAB Epon overnight. The next day, specimens were transferred to 100% TAAB Epon, incubated 2 h at RT then transferred to fresh TAAB Epon in an embedding mold or embedded flat between sheets of Aclar, plastic, and moved to the oven to polymerize at 60°C for 48 h.

### Immunoblots

*C. elegans* (wild type and *sams-1(lof)*) were grown to adulthood, washed, and frozen at −80°C. Frozen pellets were lysed by sonication in RIPA buffer (50 mM Tris-HCl: at pH 7.4,150 mM NaCl, 1% Triton X-100, 0.5% Sodium deoxycholate, 0.1% SDS (sodium dodecyl sulfate), 1 mM EDTA, 1mM DTT, Complete Protease inhibitors). Extracts were centrifuged for 15 min at 12,000 rpm, and the supernatants were normalized for protein concentration. Samples were run on NuPAGE 4%–12% Bis-Tris gels using the MES buffer system and transferred to nitrocellulose membranes. Blots were blocked in 5% powdered milk and probed with primary antibodies against TOMM20 (ab78547), ETFB (17925–1-AP), and α-tubulin (AB-1157911). Secondary antibodies (w402b and ab97051) were used, and signals were detected using ECL (WBKLS0050) and visualized on an iBright 1,500 system.

### MitoIPs and oxygen consumption assays

Synchronized *ges-1*::TOMM-20::mKate::HA animals (50,000–70,000 worms at the late L4/young adult stage) were collected from control and *sams-1* RNAi plates. Animals were washed three times with S. Basal buffer and once with autoclaved Milli-Q water. The pellet was resuspended in 3 ml ice-cold Mitochondrial Isolation Buffer (MIB: 70 mM sucrose, 210 mM D-mannitol, 5 mM HEPES, 1 mM EGTA, 0.5% BSA; supplemented with protease inhibitor cocktail before use), then were homogenized on ice using a Teflon homogenizer (300 strokes). The lysate was centrifuged at 200*g* for 5 min at 4°C, the supernatant was further clarified at 800*g* for 10 min as in [35]. Finally, mitochondria were pelleted at 12,000*g* for 10 min at 4°C. The mitochondrial pellet was gently resuspended in ice-cold mitochondrial assay solution (1× MAS: 70 mM sucrose, 220 mM D-mannitol, 10 mM KH₂PO₄, 5 mM MgCl₂, 2 mM HEPES, 1 mM EGTA, 0.2% BSA; supplemented with 2.5 mM succinate, 5 mM glutamate, 5 mM pyruvate, 2 mM ADP, and protease inhibitors). Protein concentration was determined by Bradford assay, and equal amounts of mitochondrial protein were used for immunoprecipitation with HA beads. Beads were pre-washed 3× with MAS and then incubated with mitochondrial suspensions for 90 min at 4°C, and washed once with MAS buffer. IP was verified by visualization of mKATE puncta on a Leica SP6 confocal. Beads were resuspended for Seahorse analysis in MAS supplemented with Glutamate (5 mM), Succinate (2.5 mM), Pyruvate (5 mM), and ADP (2 mM). All buffers and substrate stock solutions were adjusted to pH 7.2 with KOH

## Supporting information

S1 Fig Schematic of metabolic pathways represented in data from targeted metabolomics comparing SAM synthase knockdown in basal and heat-shocked *C. elegans*, based on WormPaths diagrams. Pathways were adapted from WormPaths [17]. Colored boxes correspond to metabolites shown in individual graphs. Bolded metabolites are represented in targeted metabolomics.
(TIF)

S2 Fig Comparison of individual metabolite levels from targeted metabolomics. Box and whisker plots showing individual metabolites from targeted metabolomics comparing heat-shocked *sams-1 and sams-4(RNAi)* animals **(A–L)**. Colored boxes show location of selected metabolites on S2 Fig. Significance was determined by two-way repeated measures ANOVA. ns: *q*-value ≥ 0.05 *: *q*-value < 0.05, **: *q*-value < 0.01, ***: *q*-value < .001, ****: *q*-value < 0.0001. Color blocks map to areas on metabolic map (Figs S2, 2 and 3). Underlying data is in S1 Table.
(TIF)

S3 Fig Distribution of *sams-1(lof)* upregulated genes during aging in GO Mitochondrion. Heat map of GO: 00005739 (Mitochondrion) category. Underlying data is in S2 Table.
(TIF)

S4 Fig RNA sequencing of *sams-1(lof)* animals reveals downregulation of nuclear encoded mitochondrial proteins. **(A)** PCA plot showing groupings of three replicates from WT and *sams-1(lof)* animals at D1 and D7 of adulthood. **(B)** Bubble chart showing WormCat category 1 and 2 enrichments compared in WT and *sams-1(lof)* animals at D1 and D7 of adulthood. FPKMs from mitochondrial genes **(C–F)**, *fat-7* **(G)**, a lipid metabolic gene that is induced when *sams-1* is reduced [66], mitoUPR and autophagy genes **(H–K)** and other stress-related transcription factors **(L–N)**. Error bars show standard deviation and the *p*-adjust value calculated by Deseq2 shows significance including a false discovery rate with * *p* < 0.01, ** *p* < 0.005, *** *p* < 0.001. Underlying data is in S3 Table.

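At D7, 93 of 108 neuropeptide genes rose in the libraries labelled *sams-1* (97 when adjusted over the list alone), with *nlp-80* at a log2 fold change of 3.81 (adjusted p = 4.2e-06) from edgeR. At D1, 43 of 102 did (47 over the list alone). Of 31 synaptic genes 22 rose at D7 (22 over the list alone), among them *snt-1*, synaptotagmin, by 2.94 (adjusted p = 1.5e-05), and 14 of 30 rose at D1 (18 over the list alone). Infection-response genes rose in 92 of 137 cases at D7 and 37 of 129 at D1 (92 and 36 over the list alone), with the saposin-like *spp-23* at 5.23 (adjusted p = 2.7e-06) at D7. Detoxification enzymes rose in 73 of 128 cases at D7 and 47 of 123 at D1 (72 and 52 over the list alone), for example the glucuronosyltransferase *ugt-62* by 3.67 (adjusted p = 9.8e-06). Of the genes of fatty acid synthesis, 13 of 19 rose at D7 and 14 of 21 at D1 (the same over the list alone at both ages), including the elongase *elo-6* by 2.99 (adjusted p = 0.000175) at D7. These lists stood above other genes at both ages by camera with a preset correlation (adjusted p from 7.1e-14 to 0.00214), and none with an estimated correlation (adjusted p from 0.0866 to 0.628 with an estimated correlation). Fatty acid synthesis no longer passed at D7 with scaling on muscle genes (adjusted p = 0.0813) or on intestinal genes (adjusted p = 0.174).

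Genes that act in dividing germ cells were lower. All 36 cell cycle and replication genes tested were lower at D7 and 28 at D1 (36 and 31 over the list alone), among them *plk-1*, polo-like kinase, at -1.64 (adjusted p = 7.8e-06) at D7. The same held for 22 of 25 oocyte and eggshell genes at D7 and 10 at D1 (22 and 19 over the list alone), with the eggshell proteoglycan gene *cpg-1* at -1.93 (adjusted p = 8.9e-06). So it did for 30 of 33 proteasome genes at D7 and 20 at D1 (30 and 23), with *rpn-2* at -1.37 (adjusted p = 2.1e-05). Markers of body tissues rose, 22 of 25 of body wall muscle at D7 and 11 of 25 at D1 (22 and 12 over the list alone), and so did 98 of 119 cuticle collagens at D7 and 67 of 129 at D1 (98 and 77). No germ-cell or proteasome gene named here rose by edgeR, by DESeq2 or at an unadjusted p under 0.05. The median difference between the ages was 0.52 for neuropeptides (camera on the interaction, adjusted p = 0.000240, and adjusted p = 0.647 with an estimated correlation) and 1.07 for oocyte genes (adjusted p = 5.0e-07, and adjusted p = 0.715 with an estimated correlation). Scaling on muscle or intestinal genes lowers each of these log2 fold changes, and at D1 no single gene passed edgeR's threshold without wild-type replicate 3 or without replicate 3 labelled *sams-1*. With 1 library left out at D1, at most 7 synaptic and 3 muscle genes rose, and 24 oocyte genes fell without replicate 1 labelled *sams-1*.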

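*fos-1* and *jun-1*, which encode the AP-1 subunits, rose in the libraries labelled *sams-1* at both ages. Each overlaps another gene (*rpt-2* and *C16D2.1*) with no strand information and is uncertain. *fos-1* went from 8.84 ± 2.79 to 54.9 ± 24.4 CPM at D1 (log2 fold change 2.63, SE 0.45, adjusted p = 0.00401 from edgeR). At D7 it went from 23.9 ± 2.204 to 56.5 ± 19.4 CPM (log2 fold change 1.25, SE 0.25, adjusted p = 0.00147), turning to -0.29 and -0.78 with scaling on muscle and intestinal genes. *jun-1* went from 14.8 ± 3.85 to 78.5 ± 27.1 CPM at D1 (log2 fold change 2.40, SE 0.37, adjusted p = 0.00325 from edgeR). At D7 it went from 28.3 ± 4.87 to 105 ± 14.4 CPM (log2 fold change 1.90, SE 0.17, adjusted p = 1.4e-05), which turns to -0.11 with intestinal scaling. *daf-12*, a nuclear hormone receptor, rose at D7 from 19.7 ± 1.88 to 68.4 ± 18.6 CPM (log2 fold change 1.80, SE 0.21, adjusted p = 5.5e-05 from edgeR). At D1 it had 1.61 (SE 0.41, adjusted p = 0.0128), not past 0.01, and intestinal scaling turns it to -0.41 at D1 and -0.20 at D7.

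Of 18 transcription factors of stress responses 10 rose and 3 fell at D7 (the same over the list alone), and 7 rose and 1 fell at D1 (10 and 1 over the list alone), or 4 fell without replicate 1 labelled *sams-1*. *pqm-1*, a zinc finger factor, rose by 2.76 (adjusted p = 2.8e-06) at D7 and *elt-2*, the GATA factor of the intestine, by 3.02 (adjusted p = 3.0e-05) in edgeR. The list did not pass against other genes (camera, adjusted p = 0.212 at D1 and 0.107 at D7). The D7 call of *fos-1* was lost without wild-type replicate 3 (adjusted p = 0.0101, in a range of 5.7e-06 to 0.406 over all alternatives). The D1 calls of *fos-1* and *jun-1* were lost without wild-type replicate 1 or 3 or replicate 3 or 5 labelled *sams-1* and that of *fos-1* also without wild-type replicate 5 (adjusted p up to 0.0234 and 0.0217). *daf-12* passed at D1 without replicate 1 labelled *sams-1* (adjusted p = 0.00475, in a range of 0.000595 to 0.776 over all alternatives).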

(TIF)

S5 Fig Adult release of choline rescue has limited effects on mitochondrial stress or autophagy gene expression. **(A)** Schematic showing experimental setup for generating populations of D1 and D7 animals for RNA preparation. qRT-PCR comparing *fat-*7 **(B)**, *tomm-20* **(C)**, *Y111B2A.2*/*COX6C* **(D)**, and *mrpl-18* **(E)**. **(F)** Schematic showing experimental paradigm for choline drop experiment. qRT-PCR assays expression in animals maintained on choline, or where choline was removed as animals transitioned to adulthood comparing *fat-*7 **(G)**, *hsp-6* **(H)**, *lgg-1* **(I)**, and *lgg-2* **(J)**. Significance calculated between pairs by the Student’s test with Welch’s correction and shown with * *p* < 0.01, ** *p* < 0.005, *** *p* < 0.001. Underlying data is in S1 Data.
(TIF)

S6 Fig Changes in mitochondrial morphology and lipid levels occur after loss of *sams-1.* LCMS analysis comparing lipid class levels after *sams-1, sams-4* or *pcyt-1(RNAi)* for TG (triglycerides) **(A)**, PE (phosphatidylethanolamines) **(B)**, diglycerides (DG, **C**), phosphatidylglycerols (PG, **D**), Acylcarnatines (AcCa, **E**), cardiolipins (CL, **F**), Ubiquinone isoforms (CoQ, **G**), and sphingolipids (SPH, **H**). Underlying data is in S4 Table. **(I)** JalView visualization of a Clustal alignment of *C. elegans strt-*related proteins with human STAR7. **(J)** Diagram showing localization of mitochondrial targeting sequences and the STAR domain.
(TIF)

S7 Fig Quantification of mitochondrial changes after knockdown of PC synthesis or transport enzymes. TMRE intensity comparison in wild-type and *sams-1(RNAi)* animals raised with and without dietary choline **(A)** or after *pmt-2* **(B)**, *pcyt-1* **(C)** RNAi. **(D)** Quantitation of mitochondrial networks from intestinally expressed *ges-1*::TOMMM-20::mKate in control or *strt-1(RNAi)* treated animals. Significance calculated by the Mann–Whitney test is shown with * *p* < 0.01, ** *p* < 0.005, *** *p* < 0.001. Underlying data is in S1 Data.
(TIF)

S8 Fig Changes in mitochondrial morphology and cellular localization occur after loss of *sams-1.* Spinning disc confocal projections of TMRE staining comparing basal and heat-shocked animals **(A)** or heat-shocked wild-type and *sams-1(lof)* animals exposed to *fzo-1(RNAi)* **(B)**. Quantitation of junction points is in **(C). (D)** TEM images of Control, *sams-1* or *pcyt-1* RNAi animals comparing mitochondrial morphology, localization and localization within intestinal cells. Scale bar is 500 nm. **(E)** Confocal projections of animals with intestinal expression of an autophagy flux reporter, GFP::LGG-1::mKate [68] **(E)**. Quantitation is in **(F)**. **(G)** Model. Significance calculated by the Mann–Whitney test is shown with * *p* < 0.01, ** *p* < 0.005, *** *p* < 0.001. Underlying data is in S1 Data.
(TIF)

S9 Fig Limited evidence for transcriptional regulation of autophagy genes in *sams-1* animals. Column graphs of FPKMs from RNAseq for autogphagy–related genes (blue: **A–F**), other stress-related transcription factors (yellow: **G–I**). Whiskers encompass standard deviation and the *p*-adjust value calculated by Deseq2 shows significance including a false discovery rate with * *p* < 0.01, ** *p* < 0.005, *** *p* < 0.001. Underlying data is in S2 Table.
(TIF)

S10 Fig Browser tracks showing H3K4me3 peaks from Godbole and colleagues eLife (2023) of autophagy-related genes after *sams-1* and *sams-4(*RNAi) for *hlh-30* (A), *pha-4* (B), *sqst-1*(C), *lgg-1* (D), *lgg-2* (E), *atg-4.1* (F), and *sodh-1* (G). Locations for primer sets used in Lim and colleagues 2023 are boxed.
(TIF)

S1 Table Targeted metabolomics of Control, *sams-1(RNAi)* and *sams-4(RNAi)* animals in basal and heat shock conditions. **Tab 1.** Metabolites detected by LCMS in targeted analysis. Each metabolite is cross-referenced by HMB ID (Human Metabolome Database), common name, pubChem and KEGG database IDs, and WormPaths [17] identification. Classyfire [96], RefMet [97] and WormPaths classifications are included where available. **Tab 2.** LogFold changes for each metabolite. Up (peach) or down (light blue) changes were considered significant if over 2-fold with a *p* value <0.05. **Tab 3.** Raw values for metabolomcis. **Tab 4.** Principal Components.
(XLSX)

S2 Table RNAseq comparing gene expression during aging in wild-type and *sams-1(lof)* animals. Tabs contain Deseq output of two replicates, comparisons to published mitoUPR and GO: Mitochondrion gene list and comparisons of WormCat enrichment for categories 1, 2, and 3. **List of Tabs: Tab 1:** N2_sams1_D1_all, **Tab 2:** N2_sams1_D7_all, **Tab 3:** D1_D7_comp, **Tab 4**: GO-0005739, **Tab 5**: WormCat1, **Tab 6:** WormCat2. **Tab 7:** WormCat3. **Abbreviations**: NC: No change. **Tab 8:** Principal components. **Abbreviations**: NF: Not found, NS: Not significant, NV: No value.
(XLSX)

S3 Table RNA seq comparing gene expression during aging in wild-type and *sams-1(lof)* animals. Tabs contain Deseq output of three independent replicates, and comparisons of WormCat enrichment for categories 1, 2, and 3. **List of Tabs: Tab 1:** N2_sams1_D1_all, **Tab 2:** N2_sams1_D7_all, **Tab 3**: WormCat1, **Tab 4:** WormCat2, **Tab 5:** WormCat3, **Tab 6:** Principal Components. **Abbreviations**: NC: No change, NF: Not found, NS: Not significant. NV: No value.

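At D1, 2256 genes were higher and 2114 lower in the libraries labelled *sams-1* among 12956 tested with edgeR, and at D7 4094 were higher and 2010 lower among 12242. Among the genes picked by the naming rule, *dao-4* had the largest rise at D1, with a log2 fold change of 8.94 (adjusted p = 0.00425), then the hedgehog-related *grl-5* at 8.26 (adjusted p = 0.00480). Of the 10 largest, 5 were collagens, *col-54*, *sqt-2*, *sqt-1* at 8.11 (adjusted p = 0.00525), *rol-6* at 7.80 (adjusted p = 0.00557) and *col-17* at 7.98 (adjusted p = 0.00427), and the others were *grl-7* at 7.93 (adjusted p = 0.00411), *glf-1* and *warf-1*. The 4 largest falls at D1 were in the *pud* genes, named for proteins upregulated in *daf-2* mutants, with *pud-3* (-7.46, adjusted p = 0.00260), *pud-4* (-6.64, adjusted p = 0.00279), *pud-1.2* (-5.74, adjusted p = 0.00267) and *pud-2.2* (-5.59, adjusted p = 0.00401). Among genes of oocytes *rme-2*, the yolk receptor, was lower at D1 (-3.29, adjusted p = 0.00744), as was *oma-2* (-3.32, adjusted p = 0.00812). At D7 the collagens *col-17* (6.08, adjusted p = 1.3e-05), *col-144* (5.98, adjusted p = 2.3e-05) and *dpy-5* (5.82, adjusted p = 1.3e-05) were among the 10 largest rises, where collagen genes of similar sequence may share reads. The insulin-like gene *ins-19* (-5.31, adjusted p = 1.8e-05), the transporter gene *snf-6* (-2.91, adjusted p = 0.000404), *glh-2*, a germ granule helicase (-2.34, adjusted p = 1.1e-05), and *par-4*, a polarity kinase (-2.31, adjusted p = 0.000380), were among the 10 largest falls. *warf-1*, an ARF-related GTPase gene that overlaps *nep-16* and is uncertain, rose from 1.66 ± 1.06 to 360.0 ± 100.4 CPM at D1 (SD, n = 3) and from 1.83 ± 0.562 to 83.8 ± 32.2 CPM at D7, where the D1 call is lost without wild-type replicate 3 (adjusted p = 0.0204) or without replicate 3 labelled *sams-1*.

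Of 11468 genes tested at both ages, 1729 were higher and 1193 lower at both, where 673 and 360 shared calls would be met in independent lists. The ages share no library. Groups did not overlap for 75.7% of genes at D1 and 79.5% at D7, against 10% by chance. At D1 edgeR's counts fell when any of several single libraries was left out. DESeq2 called at least 3815 genes with any 1 D1 library left out. edgeR called 0 genes without wild-type replicate 3 and 0 without replicate 3 labelled *sams-1* (7760 and 7403 at an unadjusted p under 0.05, and 4250 and 3815 by DESeq2). It called 5 without wild-type replicate 1, 2393 without wild-type replicate 5, 14 without replicate 5 and 6206 without replicate 1 labelled *sams-1*, and the calls shared between the ages fall with them. With muscle scaling the split moves to 541 higher and 5177 lower at D1 and to 1178 and 6588 at D7. Stage may also differ among the D1 libraries, and such a difference cannot be told apart from genotype here. The D1 tab of S3 Table was used for 539 of its 15817 genes, and its count columns differ from the deposited expected counts by 1 factor per library, to within 1% for 97.9 to 99.3% of genes compared.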

(XLSX)

S4 Table Lipid classes in Control, *sams-1, sams-4*, and *pcyt-1* animals. Lipid classes detected by LCMS and normalized to total lipid levels. Significance determined by paired Students *T* test. **Tab 1:** Values for lipid class measurements. **Tab 2:** Filters for LCMS. **Tabs 3–11:** *t* tests for lipid classes in Figs 7B or S6A–S6H.
(XLSX)

S5 Table List of strains used in this study.

S1 Data Raw data files for Figs 6D, 6F/7D, 6G, 6J, 6H/S8A, 7A, 7F, 7H, 8F, 8G, 8B-8E, S5G–S5J, and S7B.

S1 Raw Image Raw image file for Fig 6C. For top row, blot was cut below the 55kd marker. In the middle row the blot was cut below the 55kd Marker and was the same gel as the TBA-1 probed blot. In the bottom row, the blot was cut above the 55kd marker. Although these are from the same gel, the blot was cut in the middle. Therefore, a break was placed in the figure. This is the same gel as the ETFB-1 probed blot. Imaging was done on an iQuant 1500 system blot.
(PDF)

## Abbreviations

1CC: 1-carbon cycle
CL: cardiolipin
CV: coefficient of variation
FS: Freeze Substitution
LC–MS: liquid chromatography–mass spectrometry
OCR: oxygen consumption rate
PC: phosphatidylcholine
PCA: principal component analysis
PGs: phosphatidylglycerols
PO: propylene oxide
QC: quality control
SAM: S-adenosylmethionine
TCA: tricarboxylic acid cycle
TEM: transmission electron microscopy
TMRE: tetramethylrhodamine, ethyl ester
UPR: unfolded protein response

# Supplementary material for: Distinct S-adenosylmethionine synthases link phosphatidylcholine to mitochondrial function and stress survival
**Source:** PLoS Biol. 2025 Dec 1;23(12):e3003075. doi: 10.1371/journal.pbio.3003075
**Supplement:** S1 Raw Image — For top row, blot was cut below the 55kd marker. In the middle row the blot was cut below the 55kd Marker and was the same gel as the TBA-1 probed blot. In the bottom row, the blot was cut above the 55kd marker. Although these are from the same gel, the blot was cut in the middle. Therefore, a break was placed in the figure. This is the same gel as the ETFB-1 probed blot. Imaging was done on an iQuant 1500 system blot.

Figure 6C top row

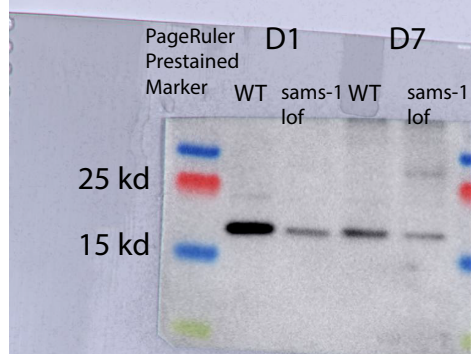

Blot was cut below the 55kd Marker.

Imaging was done on an iQuant 1500 system

Figure 6C middle row

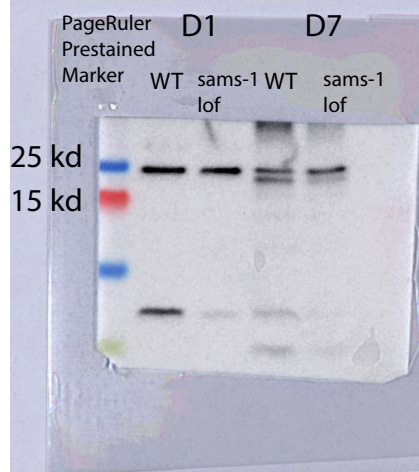

Blot was cut below the 55kd Marker.

This was the same gel as the TBA-1 probed blot.

Imaging was done on an iQuant 1500 system.

Figure 6C bottom row

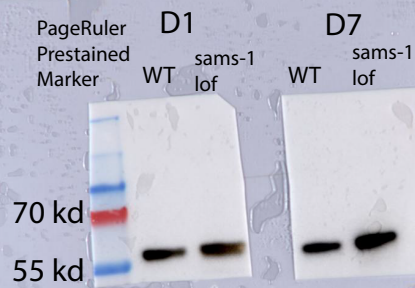

Blot was cut above the 55kd Marker.
Although these are from the same gel,
the blot was cut in the middle.
Therefore a break was placed in the figure.
This is the same gel as the ETFB-1
probed blot.
Imaging was done on an iQuant 1500 system

How the deposited data were processed for this re-analysis (not part of the article)

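RNA from whole *C. elegans* was measured in 12 libraries, 3 for each of 4 groups: wild type at D1, wild type at D7, and animals labelled *sams-1* at D1 and at D7. The replicates carry the numbers 1, 3 and 5. The groups come from the sample labels, where the paper's *sams-1(lof)* animals are given as RNAi on a wild-type background and the wild type as control food. The *sams-1* mRNA itself goes against the label under the scaling used, so the groups are named by label and no library was moved or left out of the tests.

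The authors trimmed reads with Trimmomatic 0.39, aligned them with STAR and summed an expected count per gene with RSEM 1.3.3, with tools taken from the submitters' notes and the ws245 annotation and Nextflow pipeline from the paper. In the same step RSEM gave the deposited TPM, which corrects for effective transcript length and adds up to the same total in every library. It also gave the deposited FPKM, which is proportional to TPM within a library. The authors tested genes with DESeq2 1.38. Each file holds 46925 genes, and at most 2.41% of the expected counts in a library are not whole numbers. Read counts before mapping and mapping rates are not given in the sources used here.

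The files were read with Python 3.11.15 and pandas 2.3.3. Expected counts were rounded to whole numbers and tested in R 4.3.3 with edgeR 4.0.16 (quasi-likelihood F test, TMM factors, filterByExpr with its default settings), on 6 libraries per age with 4 residual degrees of freedom. The interaction of genotype with age and the change with age in each genotype were tested on all 12 libraries with 8 residual degrees of freedom. P-values were adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.01 and at least a 2-fold change. Members of gene lists were counted at that adjusted p with no threshold on the fold, over all genes tested and again adjusted over the list alone. Camera from limma 3.58.1 tested lists against other genes with a preset correlation of 0.01 and with an estimated one, and p-values were adjusted over the lists, with a list passing under 0.05. The joint set of nuclear mitochondrial genes was tested by a one-sided Fisher's exact test over all genes tested. Principal components used log2 CPM with a prior count of 2. DESeq2 1.42.0 and limma-trend on log2(TPM + 1) were run as other tools.

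The 37 gene lists, written by gene symbol from general knowledge, cover mitochondria, stress responses, lipid and one-carbon metabolism, neurons, growth, and marker genes of germ line, oocyte, sperm, embryo, muscle, pharynx, intestine, cuticle and coelomocytes. They stand in for the paper's WormCat categories, which were not used here. 14 listed symbols were not matched to a gene of the files. Gene places are those of WBcel235 in Ensembl release 115, and 46917 of the gene identifiers are in it. The tests, the lists, the alternatives and the rule for naming genes were fixed before the data were examined, apart from alternatives said to be chosen later. The rule takes the genes that the paper names and, at each age, the 10 genes higher and the 10 lower with the largest log2 fold changes among those past the test. These have a mean of at least 10 CPM, no overlap between groups and a gene symbol of 3 or 4 letters. It also takes up to 5 genes in each direction for the interaction and up to 3 members of each list. Values of some of these genes in the parts of the paper's S2 and S3 Tables held here were seen before.

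Total expected counts per library lie between 3939044 and 7568415. The estimates of single genes carry a standard error from the fit, given with the values. The programs were tested on simulated data with the depth and spread of these libraries. A first criterion on the recovery of simulated changes of 2 times was not met at D1 or in the interaction, so the tests were checked instead on the accuracy of estimates, on ranking and on false calls. The alternatives were 5 other scalings, 2 other filters, 2 other tools, other thresholds, all 12 libraries in 1 fit, a replicate block, each library left out in turn and 2 libraries left out together. Scaling on intestinal genes and leaving out 2 libraries were chosen after the data were seen. For expression of genes that overlap others, strand could not be used, and such genes are called uncertain where named. The earlier set with 2 replicates per group, the metabolomics and the qRT-PCR were not analysed here.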

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

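The tests of explanations in this part, with the regrouping of libraries, were chosen after the results were seen.

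The response to *sams-1* differed between ages in 4 genes by edgeR's test of the interaction (2697 at an unadjusted p under 0.05), which is why they stand here. *ifc-1*, an intermediate filament gene, had a difference of 4.47 (SE 0.53, adjusted p = 0.00671) between D7 and D1. The other 3 were chosen after their values were seen: WBGene00044439 with 4.43 (SE 0.53, adjusted p = 0.00671), *F55G11.4* with -5.15 (SE 0.56, adjusted p = 0.00506) and *Y51H7C.1* with -9.13 (SE 0.72, adjusted p = 0.000285). With genotype shuffled within each age, only the real grouping, 1 of 100, called as many as 4 genes and the highest of the others called 0. Each shuffle mixes the genotypes and so raises the dispersion edgeR estimates, from 0.121 to at least 0.296, so the test leaves open whether chance gives such a count. For the other counts the regroupings into 3 and 3 libraries are too few for a share under 0.05, the real grouping being 1 of 10 in each. There edgeR called 4370 genes at D1, 6104 at D7, 822 with age in wild type and 1241 with age in the libraries labelled *sams-1*, and 19 nuclear mitochondrial genes lower at D7 (64 with no threshold on the fold), against 0 at most in any other regrouping. Each other regrouping also mixes the groups compared, which puts their difference into the spread. The 0 there therefore does not count as evidence against chance.

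Differences between the ages also drew attention to lists of genes, those with an adjusted p under 0.01 by camera on the interaction. Lower at D7 than at D1 relative to other genes were the lists of mitochondrial ribosome -0.26 (adjusted p = 0.00780, 0.866 with an estimated correlation), nuclear-encoded respiratory chain -0.72 (adjusted p = 3.6e-13, 0.322 with an estimated correlation), citric acid cycle -0.78 (adjusted p = 4.1e-08, 0.585 with an estimated correlation), mitochondrial import -0.60 (adjusted p = 0.00261, 0.322 with an estimated correlation), mitochondrial chaperones and proteases -0.84 (adjusted p = 9.7e-05, 0.322 with an estimated correlation). So were ER unfolded protein response -0.86 (adjusted p = 9.7e-05, 0.655 with an estimated correlation), heavy metal response -0.76 (adjusted p = 0.00891, 0.488 with an estimated correlation), fatty acid synthesis -0.76 (adjusted p = 0.000119, 0.322 with an estimated correlation), one-carbon cycle -0.73 (adjusted p = 0.00321, 0.322 with an estimated correlation) and cytoplasmic ribosome -0.33 (adjusted p = 0.00749, 0.866 with an estimated correlation). Higher were vitellogenins 2.04 (adjusted p = 0.000369, 0.602 with an estimated correlation), neuropeptides 0.52 (adjusted p = 0.000240, 0.647 with an estimated correlation), oocyte and eggshell 1.07 (adjusted p = 5.0e-07, 0.715 with an estimated correlation), sperm 1.64 (adjusted p = 0.00780, 0.866 with an estimated correlation) and cell cycle and DNA replication 0.42 (adjusted p = 0.000369, 0.866 with an estimated correlation). None passed with an estimated correlation. With scaling on muscle genes, the adjusted p rose to 0.276 for the mitochondrial ribosome, 0.129 for import, and 0.145 for the cytoplasmic ribosome, which no longer passed.

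The remaining signals lie in genes for which the paper's text gives no values from these libraries. Cuticle collagens were higher in 67 cases at D1, and neuropeptide genes in 93 at D7. Markers of the intestine were higher in 13 cases and infection-response genes in 92 at D7. Of the mitochondrial genome's genes 9 were higher at D7. *warf-1*, uncertain through its overlap with *nep-16*, was higher at D7 by a log2 fold change of 5.50.

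The *sams-1* mRNA, for which the paper's text gives no level in these libraries, was not lower in the libraries labelled *sams-1* (log2 fold change 0.46 at D1 and 1.72 at D7 from edgeR). The 2 markers the paper gives point in different ways. *fat-7*, which it reports as induced, is higher at D7 by 3.30 (SE 0.25). *vit-2*, which it reports as lower, is higher too, by 1.25 (SE 0.18), and is uncertain through an overlap and turns with muscle scaling (-0.26). The paper also describes a diminished germ line in *sams-1* animals. Germ line markers were lower in 21 of 36 cases at D1 and 32 at D7, with 0 higher. *tomm-20* and *Y111B2A.2*, lower in its qRT-PCR, were lower at D7, while *mrpl-18*, lower there too, did not pass. The germ line markers, *tomm-20*, *Y111B2A.2* and *fat-7* run against a swap of the libraries between genotypes. *vit-2* and the *sams-1* level go with one under the main scaling, so it was not settled. A lower share of germ line RNA could raise all genes of body tissues together. The *sams-1* value at D7 lies below the median of intestinal markers (difference -0.91), which this explanation predicts. Most genes tested at D7 lie below that median too (median of all genes 0.13), so the comparison cannot decide the question. Scaling on intestinal genes gives -0.22 at D7, chosen after the data were seen, and scaling on muscle genes leaves 0.30. Whether reads fall on a part of the gene left by the allele stays open.

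Collagens of the cuticle were higher at D1 in 67 genes. A difference in library size is argued against by the ratio of median totals, 1.04. A lower share of the germ line stays open, since the collagens' first quartile lies below the third quartiles of muscle and intestine (difference -0.908). Animals collected at different stages of maturation stay open too. The differences of replicates 5 and 1 in the 2 genotypes had a correlation of 0.175. This value cannot decide the question, since equal replicate numbers need not pair the libraries. Within wild type, replicate 5 exceeds replicate 1 by a median log2 difference of 3.87 in sperm genes and 1.58 in collagens, so stage may differ among the libraries.

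Genes of mitochondria fell by list and by age in different ways. A lower share of the germ line, whose markers fell at both ages, predicts falls of mitochondrial genes at both. The mitochondrial ribosome fits that, with a median log2 fold change of -0.53 at D1, so part of its fall may come from tissue share. The respiratory chain argues against it, as its median interaction lies below that of germ line genes by more (-0.907) than the quartile range (0.763). This comparison covers the germ line list alone. Body wall muscle markers fell with age in 15 of 25 cases in the libraries labelled *sams-1* and 7 in wild type. A shift in the share of other tissues, a difference of stage at D1 and a change of respiratory chain transcripts within tissues stay open and were not tested.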

How the results depend on the processing

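Scaling on intestinal genes and the joint removal of 2 D1 libraries were chosen after the results were seen. Over all alternatives, the values of named genes kept their direction and side of the threshold in 2157 cases, kept the direction but no longer passed in 289, passed only under the alternative in 63 and turned in 71. Lists of genes did so in 333, 58, 24 and 23 cases. Counts and summary values stayed within 1.5 times the main value, or within their spread, in 199 cases and moved by more in 187. The Fisher test of mitochondrial genes was run under only part of the alternatives. Among these it passed with the scalings on muscle and intestinal genes alone, which move all genes down together. It was not run with the other scalings, the other filters, limma-trend or all 12 libraries in 1 fit. Each reversal of a single gene by a scaling follows from its construction, since a scaling moves all log2 fold changes together. The median of all genes tested moved to 0.34 with DESeq2 size factors, 1.16 with upper-quartile factors, 0.76 with library totals and -1.28 with intestinal scaling at D1, and to 0.09, 0.58, 0.40 and -1.85 at D7. Of the other changes, the cause was not tested. *vit-2*, *atg-4.1*, *fos-1*, *jun-1*, *pcyt-1*, *aco-2*, *zip-3*, *ttn-1*, *flp-16* and *fat-5* overlap other genes and are uncertain wherever named below.

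With upper-quartile factors, the genes changed in sams-1 at D1 were 3424 higher and 789 lower and those lower at D7 numbered 619. At D1 log2 fold changes turned to 0.19 for *sams-4*, 0.44 for *tin-13*, 0.26 for *tomm-20*, 0.50 for *hsp-6*, 0.25 for *lgg-2*, 0.47 for *atg-4.1* and 0.45 for *bec-1*, and at D7 to 0.0371 for *mrpl-18* and 0.25 for *tin-13*, with 0.00667 for *mrpl-45* and 0.28 for *epg-3* at D1 among genes picked by the naming rule. With library totals, 1314 were lower at D1 and 1064 at D7, and the turned values were 0.0393 for *tin-13*, 0.0975 for *hsp-6*, 0.0499 for *atg-4.1* and 0.0388 for *bec-1* at D1 and 0.0787 for *tin-13* at D7.

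Scaling on the body wall muscle list gave 541 genes higher and 5177 lower at D1 and 1178 and 6588 at D7. Of the nuclear mitochondrial genes 179 were then lower at D7 (one-sided Fisher's exact test, p = 6.4e-34). Of single genes, the turned values were -0.94 for *sams-1*, -1.50 for *vit-2*, -0.37 for *act-1*, -0.19 for *hlh-30*, -1.04 for *lgg-1* and -0.29 for *pcyt-1* at D1, and -0.86 for *sams-5*, -0.26 for *vit-2*, -0.58 for *hlh-30*, -0.46 for *lgg-1*, -1.21 for *lgg-2*, -1.32 for *atg-4.1*, -0.29 for *fos-1*, -0.36 for *pmt-1*, -0.00378 for *pmt-2*, -0.70 for *pcyt-1* and -1.19 for *bec-1* at D7. Further genes picked by the naming rule turned, to -0.26 for *asg-2*, -1.36 for *aco-2*, -0.56 for *ctb-1*, -0.41 for *zip-3* and -0.65 for *ttn-1* at D1 and to -0.45 for *ucr-2.1*, -0.40 for *asb-2* and -0.18 for *fat-5* at D7. The lists that turned had adjusted p-values, in camera from limma, of 0.274 for the nuclear-encoded respiratory chain, 0.373 for the citric acid cycle, 0.914 for the heat shock response, 0.696 for fatty acid oxidation, 0.914 for the one-carbon cycle and 0.914 for propionate metabolism at D1, 0.506 for vitellogenins and 0.000776 for the cytoplasmic ribosome at D7, and 0.784 for propionate metabolism and 0.722 for the proteasome in the interaction. The lists of fatty acid synthesis at D7 (adjusted p = 0.0813) and, in the interaction, of the mitochondrial ribosome, mitochondrial import and the cytoplasmic ribosome (adjusted p = 0.276, 0.129 and 0.145) no longer passed.

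Scaling on the intestine list gave 216 genes higher and 5372 lower at D1 and 579 and 7345 at D7, with 185 nuclear mitochondrial genes lower at D7 (one-sided Fisher's exact test, p = 1.2e-32). Single genes turned to -1.40 for *sams-1*, -1.45 for *vit-2*, -0.66 for *act-1*, -0.17 for *pha-4*, -0.69 for *hlh-30*, -1.40 for *lgg-1*, -0.41 for *daf-12*, -0.59 for *pcyt-1* and -0.23 for *asb-2* at D1, and to -0.22 for *sams-1*, -1.37 for *sams-5*, -0.77 for *vit-2*, -1.07 for *hlh-30*, -0.37 for *sqst-1*, -0.95 for *lgg-1*, -1.70 for *lgg-2*, -1.82 for *atg-4.1*, -0.78 for *fos-1*, -0.11 for *jun-1*, -0.20 for *daf-12*, -0.87 for *pmt-1*, -0.50 for *pmt-2*, -1.22 for *pcyt-1*, -1.69 for *bec-1*, -0.20 for *asg-2* and -0.40 for *ctb-1* at D7. Further genes picked by the naming rule turned, to -0.70 for *asg-2*, -1.65 for *aco-2*, -0.89 for *ctb-1*, -0.74 for *zip-3*, -0.18 for *nlp-80*, -0.19 for *flp-16*, -1.31 for *ttn-1* and -0.0563 for *acdh-1* at D1 and to -0.94 for *ucr-2.1*, -0.90 for *asb-2*, -0.42 for *fat-6* and -0.65 for *fat-5* at D7. Lists turned with adjusted p-values, in camera from limma, of 0.0772 for the nuclear-encoded respiratory chain, 0.958 for the mitochondrial genome, 0.290 for the citric acid cycle, 0.985 for the heat shock response, 0.647 for the ER unfolded protein response, 0.419 for fatty acid oxidation, 0.726 for the one-carbon cycle and 0.726 for propionate metabolism at D1 and 0.293 for vitellogenins and 1.0e-05 for the cytoplasmic ribosome at D7. Fatty acid synthesis (adjusted p = 0.174) and body wall muscle (adjusted p = 0.0564) no longer passed at D7.

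For the genotype by age interaction, against 4 genes (2 higher and 2 lower), edgeR called 9 (7 higher) with DESeq2 size factors, 9 (7 higher) with library totals, 22 (10 higher and 12 lower) with muscle scaling, 31 (18 and 13) with no filter and 12 (10 higher) with a filter at 1 CPM in 3 libraries. The interaction gave 439 (249 and 190) with DESeq2's likelihood ratio test, 22 (16 and 6) with limma-trend on log2(TPM + 1) and 158 (51 and 107) at a false discovery rate under 0.05. With muscle scaling, the likelihood ratio test and the 0.05 threshold in turn, the genes changed with age in wild type numbered 7909, 1792 and 1971. Of these, genes changed with age in wild type, higher at D7, were 7557, 622 and 863, and genes changed with age in wild type, lower at D7, were 1170 with the likelihood ratio test, 1108 at 0.05, 735 with no filter and 235 with limma. Under the same 3 alternatives the genes changed with age in sams-1 numbered 8509, 2320 and 3147, and 2267 with limma. Of these, genes changed with age in sams-1, higher at D7, were 8287, 899, 930 and 1175, with 624 for library totals and 687 for the filter at 1 CPM. The genes changed with age in sams-1, lower at D7, were 222, 1421 and 2217, with 496 for library totals and 478 for the filter at 1 CPM.

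DESeq2's likelihood ratio test called 3498 among genes changed in sams-1 at D1, lower, and an overlap of genes down at D1 and D7 of 1795. With all 12 libraries in 1 fit, the genes changed in sams-1 at D1 numbered 7206 (genes changed in sams-1 at D1, higher, 4546), and log2 fold changes turned to 0.0449 for *tin-13*, 0.0746 for *hsp-6*, 0.0437 for *atg-4.1* and 0.0299 for *bec-1*. At a false discovery rate under 0.05, 7590 changed at D1 (4321 higher and 3269 lower) and the overlap of genes up at D1 and D7 was 3014. With no threshold on the fold, genes changed in sams-1 at D7, lower, numbered 3599, the overlap of genes down at D1 and D7 was 1895 and 64 of the nuclear mitochondrial genes at D7. At D1, 3 of the nuclear mitochondrial genes were lower. Outside the 7 lists of mitochondrial components, 15 lists at D1, 15 at D7 and 14 in the interaction had an adjusted p under 0.05 in camera with the preset correlation, and 0 at D1, 0 at D7 and 0 in the interaction with an estimated one. *vit-2*, near 0 at D1 and uncertain through an overlap with *C42D8.9*, turned to -0.16 with DESeq2 size factors, -0.0879 with no filter, -0.16 with the likelihood ratio test and -0.36 with limma (vit-2 log2FC, D1).

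A fit with the replicate block assumes that equal replicate numbers pair the libraries, which the values do not bear out. For genes changed in sams-1 at D1 it called 3316, for genes changed in sams-1 at D7 6095 and for the genotype by age interaction 2 (1 higher and 1 lower), 502 for genes changed with age in wild type (genes changed with age in wild type, lower, 209) and 764 for genes changed with age in sams-1 (genes changed with age in sams-1, lower, 488). It turned the lists of the heat shock response at D1 (camera from limma, adjusted p = 0.659), fatty acid oxidation at D7 (adjusted p = 0.776) and the cytoplasmic ribosome at D7 (adjusted p = 0.917) and *vit-2* at D1 (-0.30, vit-2 log2FC, D1). Across genes, the correlation of libraries less their group means ran from -0.00328 to 0.196 between groups for equal numbers and from -0.279 to 0.209 for different numbers, so not every library correlates best with its own number.

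With 1 library left out at a time, genes changed in sams-1 at D1 ran from 0 to 6206 (0 to 2683 higher, 0 to 3523 lower), with the values per library given above, and genes changed in sams-1 at D7 stayed within 1.5 times the main count. The genotype by age interaction ran from 1 to 1842 (0 to 1533 higher, 1 to 309 lower), lowest without wild-type D1 replicate 3, without wild-type D7 replicate 1 or 3 and without replicate 3 or 5 labelled *sams-1* at D7, and highest without replicate 1 labelled *sams-1* at D1. The genes changed with age in wild type ran from 257 to 1203 (179 to 500 higher, 78 to 703 lower), the total from without wild-type D7 replicate 1 to without wild-type D1 replicate 1. The genes changed with age in sams-1 ran from 267 to 3636 (152 to 2358 higher, 66 to 1375 lower), the total from without replicate 5 labelled *sams-1* at D7 to without replicate 1 labelled *sams-1* at D1. The overlap of genes up at D1 and D7 ran from 0 to 1501 and the overlap of genes down at D1 and D7 from 0 to 1413, both lowest without replicate 3 or replicate 5 of every group and highest without replicate 1. The separation of wild type at D1 and D7 in principal components ran from 4.27 to 10.2. The log2 fold change at D1 ran from -1.21 to 0.44 for *vit-2* and from -0.33 to 0.11 for *hsp-6*, which turned without wild-type replicate 1. Without both wild-type D1 replicate 5 and replicate 1 labelled *sams-1* at D1, 8033 genes changed at D1 (4335 higher and 3698 lower) and *vit-2* lay at -1.42.

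The spread between D1 replicates and 3 libraries per group limit what could be called. On simulated data with that spread, edgeR recovered 0 of 62, 3 of 63, 42 of 61 changed genes with log2 changes of 1, 2 and 4 at D1, 30 of 63, 58 of 62, 62 of 63 at D7 and 0 of 63, 6 of 63, 35 of 67 in the interaction, and DESeq2 1 of 62, 30 of 63, 60 of 61 at D1 and 38 of 63, 58 of 62, 62 of 63 at D7. Of unchanged genes it called 0 of 12316 at D1, 2 of 11734 at D7 and 1 of 13471 in the interaction, and DESeq2 24 at D1 and 7 at D7. The simulated data held few changed genes, so the recovery there does not carry over to tests where many genes changed.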

Differences from the paper's values

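Scaling on intestinal genes and leaving out 2 D1 libraries together were chosen after the values were seen. For *act-1*, *knl-1* and *plk-1* at D1, the genes of the paper's S3 Table compared by value, no difference beyond the errors was found under the main scaling with all D1 libraries. All 3 differ with upper-quartile factors and with scaling on muscle genes, *knl-1* and *plk-1* with library totals, and *knl-1* with all 12 libraries in 1 fit. *act-1* differs without wild-type D1 replicate 1, and *act-1* and *knl-1* without replicate 3 labelled *sams-1* at D1.

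The paper reports mitochondrial genes as enriched among those lower in *sams-1* at D7 in this set. Of 192 nuclear mitochondrial genes tested, 145 had a negative log2 fold change and 64 passed edgeR's test without a threshold on the fold (one-sided Fisher's exact test, p = 0.131). At the paper's thresholds on false discovery rate and fold, 19 were lower (Fisher's exact test, p = 0.997). Scaling on muscle genes, an alternative set before the data were examined, reaches an enrichment (179 genes, Fisher's exact p = 6.4e-34), where the scaling moves all genes down together and 53.8% of all are lower. So does scaling on intestinal genes, chosen after the values were seen (185 genes, 96.4% against 60.0% of all, Fisher's exact p = 1.2e-32). Neither scaling is a separate test of enrichment. The gene categories here are not the paper's own. The background here was the 12242 genes tested at D7, while the paper used WormCat with its whole genome annotation. The p-values here are therefore not a repeat of its test.

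The paper states that single nuclear encoded mitochondrial genes of this set followed the trends of its earlier one, and its text does not name them. The 4 genes shown for the earlier set (Fig 5C–5F), *Y111B2A.2*, *tomm-20*, *mrpl-18* and *tin-13*, were compared here. All 4 had negative log2 fold changes at both ages, and 2 of 4 passed at D7. *mrpl-18* (-0.41, adjusted p = 0.0429) and *tin-13* (-0.20, adjusted p = 0.424) did not. *mrpl-18* passes without replicate 3 labelled *sams-1*, and both pass with scaling on muscle genes (-1.85 and -1.62), set before the data were examined, and on intestinal genes (-2.36 and -2.12), chosen after the values were seen.

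The paper states that *pha-4* and *hlh-30* were not upregulated in a consistent way. Here *pha-4* passed as higher at D1 (1.80, adjusted p = 0.00894) and D7 (2.80, adjusted p = 7.9e-05), and *hlh-30* at D7 (0.94, adjusted p = 0.000755) but not at D1 (1.24, adjusted p = 0.0131). With scaling on muscle genes, set before the data were examined, *hlh-30* is negative at both ages (-0.19 and -0.58) and *pha-4* is not (0.32 and 1.25). The paper also states that of the autophagy genes *sqst-1* alone responded. *sqst-1* passed at both ages, and so did *pha-4*, while *hlh-30* and *lgg-1* (1.00, adjusted p = 0.000124) passed at D7 under the main scaling.

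The paper reports *vit-2* as lower in *sams-1* animals in its earlier set (Fig 4I). Here *vit-2*, uncertain through an overlap, did not pass at D1 (0.04, adjusted p = 0.958) and was higher at D7 (1.25, adjusted p = 0.000201). It is negative at both ages with scaling on muscle genes (-1.50 and -0.26), set before the data were examined, and on intestinal genes (-1.45 and -0.77), chosen after the values were seen.

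The paper reports no change of *hsp-60* at D1, and it did not pass here (-0.81, adjusted p = 0.0176). It passes as lower with DESeq2 size factors (-1.06), by DESeq2's likelihood ratio test, with scaling on muscle (-2.28) or intestinal genes (-2.64) and without replicate 1 labelled *sams-1*.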

Other observations

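The contrasts with age were fixed at the start, and the lists and genes named for them here were picked after their values were seen. Respiratory chain transcripts fell from D1 to D7 in the libraries labelled *sams-1*, a direction that turns with scaling on muscle genes. Of 65 nuclear-encoded respiratory chain genes 31 fell with age in the libraries labelled *sams-1* and 2 in wild type (47 and 2 over the list alone) by edgeR on all 12 libraries. Their median log2 change with age was -0.79 (camera, adjusted p = 7.6e-16, and adjusted p = 0.286 with an estimated correlation) against -0.05 in wild type. Of 21 citric acid cycle enzymes 6 fell in the libraries labelled *sams-1* (10 over the list alone) and 0 in wild type by edgeR. Of 16 one-carbon genes 7 fell in the libraries labelled *sams-1* (8 over the list alone) and 1 in wild type. With 1 library left out, these counts in the libraries labelled *sams-1* ran from 0 to 11 and from 3 to 8. *hsp-60* fell with age in the libraries labelled *sams-1* (-1.23, adjusted p = 0.00218) and not in wild type (-0.11, adjusted p = 0.744), where the interaction did not pass (-1.12, adjusted p = 0.0631). *sqst-1* rose with age in wild type (2.60, adjusted p = 0.000762) and did not pass in the libraries labelled *sams-1* (0.60, adjusted p = 0.184), again with an interaction that did not pass (adjusted p = 0.0595). Scaling on muscle genes turns these falls, with 16 respiratory chain genes then higher with age in the libraries labelled *sams-1* and 50 in wild type, and *hsp-60* at 0.44. With 1 library left out, 0 to 39 of the respiratory chain genes fell by edgeR, and the call of *hsp-60* is lost (adjusted p up to 0.0170, in a range of 1.4e-08 to 0.175 over all alternatives).

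Other lists had genes lower with age in both genotypes, by counts that depend on single libraries. Cuticle collagens fell in 32 of 139 in wild type and 81 in the libraries labelled *sams-1* (41 and 114 over the list alone), sperm genes in 30 of 72 in wild type and 13 in the libraries labelled *sams-1* (47 and 51 over the list alone) and body wall muscle genes in 7 of 25 in wild type and 15 in the libraries labelled *sams-1* (12 and 21 over the list alone). With 1 library left out, edgeR found 19 to 44 and at least 9 of the collagens, 0 to 46 and 1 to 48 of the sperm genes and 1 to 10 and 2 to 19 of the muscle genes lower, in wild type and in the libraries labelled *sams-1* in turn. The *sams-1* mRNA fell with age in wild type (-3.13, adjusted p = 7.9e-05) and in the libraries labelled *sams-1* (-2.15, adjusted p = 0.000914), the latter lost with 1 library left out (adjusted p up to 0.0105, in a range of 5.7e-09 to 0.306 over all alternatives). *acdh-1*, an acyl-CoA dehydrogenase gene, fell too (-4.66, adjusted p = 4.7e-05 in wild type and -2.39, adjusted p = 0.00150 in the libraries labelled *sams-1*), where the latter is again lost with 1 library left out (adjusted p up to 0.0120, in a range of 2.6e-08 to 0.168 over all alternatives). In all, 407 genes rose and 415 fell with age in wild type and 394 and 847 in the libraries labelled *sams-1*, among 14193 tested. Groups did not overlap for 40.5% and 41.3% of genes, against 10% by chance.

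The list of phosphatidylcholine synthesis did not pass against other genes (camera, adjusted p = 0.2497 at D1 and 0.240 at D7). Of its genes 4 rose and 2 fell of 16 at D1 (4 and 2 over the list alone) and 9 rose and 2 fell at D7 (the same over the list alone). The methyltransferase genes *pmt-1* and *pmt-2* rose at D1 with log2 fold changes of 2.04 (adjusted p = 0.00285) and 1.92 (adjusted p = 0.00260). Both rose at D7 (adjusted p = 5.5e-05 for *pmt-1*, and 1.45, adjusted p = 1.6e-05 for *pmt-2*), the D7 values turning with scaling on muscle or intestinal genes (-0.87 and -0.50 with the latter). *pcyt-1*, uncertain through overlaps, had 1.21 (adjusted p = 0.00745) at D1 and 0.72 (adjusted p = 0.0460) at D7, both turning with the same scalings, and no longer passed at D1 without any single library (adjusted p from 0.0120, in a range of 0.00138 to 0.659 over all alternatives). *sams-5* had 2.38 (adjusted p = 0.0309) at D1 and 0.64 (adjusted p = 0.201) at D7, neither past the threshold and the D7 value turning with the same scalings. Of propionate genes 6 rose and 1 fell of 13 at D7 (6 and 1 over the list alone) and 2 rose at D1 (2 over the list alone), and *acdh-1* rose at D7 by 4.35 (adjusted p = 1.4e-05). In fatty acid oxidation 4 rose and 2 fell of 26 at D1 (4 and 2 over the list alone), with a median of 0.00 where camera points up (adjusted p = 0.763), and 8 rose and 8 fell of 25 at D7 (8 and 8 over the list alone). In the one-carbon cycle 2 rose and 1 fell of 16 at D1 (0 and 1 over the list alone) and 4 rose and 3 fell of 15 at D7 (4 and 3 over the list alone). The lists of propionate metabolism, fatty acid oxidation and the one-carbon cycle did not pass in camera at either age (lowest adjusted p = 0.296). Without wild-type D7 replicate 3 only 4 fatty acid oxidation genes rose at D7, without wild-type D7 replicate 1 only 2 one-carbon genes did, and without replicate 3 labelled *sams-1* 6 one-carbon and 3 propionate genes fell.

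Among stress lists, 2 of 7 heavy metal genes rose at D1 and 4 at D7 (the same over the list alone; camera, adjusted p = 0.00997 and 0.0744, and adjusted p = 0.628 at D1 with an estimated correlation), led by *cdr-4* (5.14, adjusted p = 0.00197 at D1 and 3.69, adjusted p = 5.8e-06 at D7). In the heat shock response 6 rose and 5 fell of 14 at D7 (6 and 5 over the list alone), with *hsp-16.1* at 4.76 (adjusted p = 3.4e-06), a gene with near copies that may share reads. At D1, 2 of 13 fell (1 over the list alone), the median was 1.84 and camera pointed down (adjusted p = 0.562). In the ER unfolded protein response 5 rose and 1 fell of 18 at D1 (5 and 1 over the list alone) and 6 rose and 5 fell of 18 at D7 (6 and 5 over the list alone), where the D7 median of 0.02 and camera's direction, down, differ (adjusted p = 0.734). Without wild-type D7 replicate 5 only 2 heat shock genes fell at D7, and without wild-type D7 replicate 3 only 1 of the ER list rose. In mitochondrial dynamics and mitophagy 1 rose and 4 fell of 13 at D1 (1 and 4 over the list alone) and 2 rose and 5 fell of 12 at D7 (2 and 5 over the list alone). *drp-1*, the fission GTPase, fell by 1.36 (adjusted p = 0.00305) at D1 and by 1.15 (adjusted p = 1.8e-05) at D7, and *fzo-1*, the mitofusin, fell by 0.95 (adjusted p = 0.000188) at D7 and did not pass at D1, at -0.91 (adjusted p = 0.0236). Its interaction with age had an adjusted p = 0.613.

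Germ line markers were lower in 21 of 36 cases at D1 (29 over the list alone), and *pgl-1*, a P granule gene, fell by 2.29 (adjusted p = 0.00292) at D1 and by 1.94 (adjusted p = 1.2e-05) at D7. Of embryo genes 2 rose and 3 fell of 10 at D1 (2 and 3 over the list alone) and 2 rose and 7 fell of 11 at D7 (2 and 7 over the list alone). Of sperm genes 27 rose and 4 fell of 36 at D7 (27 and 4 over the list alone), with an adjusted p = 0.00743 in camera and adjusted p = 0.625 with an estimated correlation, and 2 rose and 1 fell of 72 at D1 (0 and 0 over the list alone). Fewer sperm genes passed the filter on low counts at D7 than at D1. A gene low in wild type was kept only where the libraries labelled *sams-1* had counts, which favours genes that rose. Of vitellogenins 2 rose and 1 fell of 6 at D7 (2 and 1 over the list alone), and at D1 edgeR called 0 of 6 in either direction (0 over the list alone, 4 lower at an unadjusted p under 0.05 and 4 lower by DESeq2). Of cytoplasmic ribosome genes 5 rose and 4 fell of 80 at D7 (2 and 2 over the list alone), and at D1 edgeR called 0 of 81 (2 higher and 1 lower at an unadjusted p under 0.05, 1 and 1 by DESeq2), with a median of 0.15 where camera pointed down (adjusted p = 0.879). Of the coelomocyte list only *cup-5* was tested, with -1.62, adjusted p = 0.00731 at D1 and -0.93, adjusted p = 7.3e-05 at D7. Muscle, intestine and pharynx markers stood above other genes at D7 (camera, adjusted p = 5.4e-05, 1.4e-06 and 0.000112, and adjusted p = 0.556, 0.119 and 0.527 with an estimated correlation), with the intestinal transporters *nhx-2* (4.28, adjusted p = 2.8e-06) and *pept-1* (4.13, adjusted p = 4.2e-05). Without wild-type D7 replicate 3 only 1 sperm gene fell at D7, and 1 vitellogenin and 1 embryo gene rose, while 2 to 9 cytoplasmic ribosome genes rose with 1 library left out. With 1 library left out, the lowest count by edgeR at D1 was 0 for every list named in these 3 paragraphs, and every D1 call in them is lost without wild-type D1 replicate 3. Without replicate 1 labelled *sams-1* at D1, 34 germ line, 8 mitochondrial dynamics, 5 embryo, 4 vitellogenin, 4 fatty acid oxidation, 3 ER, 3 one-carbon, 2 sperm, 1 propionate and 1 cytoplasmic ribosome genes fell and 1 of the latter rose, and without wild-type D1 replicate 5 15 sperm genes rose.

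The libraries of D1 lay farther apart than those of D7. The mean distance of a library to its group's centroid on the first 2 principal components was 24.6, while replicate 1 labelled *sams-1* at D1 lay at 61.5 and wild-type D1 replicate 5 at 59.2. In sperm genes wild-type D1 replicates 1, 3 and 5 had median relative log2 levels of -1.05, 0.41, 2.67 and the replicates labelled *sams-1* 2.67, 2.57, 2.42. In oocyte and eggshell genes the corresponding levels were 1.28, 1.05, 0.65 and -0.57, -2.48, -3.03.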
